# A role for PDGF-C/PDGFRα signaling in the formation of the meningeal basement membranes surrounding the cerebral cortex

**DOI:** 10.1242/bio.017368

**Published:** 2016-03-17

**Authors:** Johanna Andrae, Leonor Gouveia, Radiosa Gallini, Liqun He, Linda Fredriksson, Ingrid Nilsson, Bengt R. Johansson, Ulf Eriksson, Christer Betsholtz

**Keywords:** PDGF-C, Meninges, Basement membrane, Cerebrum, PDGFRα

## Abstract

Platelet-derived growth factor-C (PDGF-C) is one of three known ligands for the tyrosine kinase receptor PDGFRα. Analysis of *Pdgfc* null mice has demonstrated roles for PDGF-C in palate closure and the formation of cerebral ventricles, but redundancy with other PDGFRα ligands might obscure additional functions. In search of further developmental roles for PDGF-C, we generated mice that were double mutants for *Pdgfc^−/−^* and *Pdgfra^GFP/+^*. These mice display a range of severe phenotypes including spina bifida, lung emphysema, abnormal meninges and neuronal over-migration in the cerebral cortex. We focused our analysis on the central nervous system (CNS), where PDGF-C was identified as a critical factor for the formation of meninges and assembly of the glia limitans basement membrane. We also present expression data on *Pdgfa*, *Pdgfc* and *Pdgfra* in the cerebral cortex and microarray data on cerebral meninges.

## Abstract (precis)

**Summary:** Developmental expression of *Pdgfc* and *Pdgfra* is necessary for the development of meninges and the glia limitans basement membrane. Failure of these processes leads to neuronal over-migration.

## INTRODUCTION

Platelet-derived growth factors (PDGFs) and their receptors (PDGFRs) play pivotal roles in vertebrate development. Analyses of genetically modified mice have shown that three of the four mammalian PDGFs (PDGF-A, -B and -C), and both PDGFRs (PDGFRα and PDGFRβ) are important for a wide range of developmental processes, spanning from gastrulation to epithelial organogenesis, angiogenesis, hematopoiesis and other processes (reviewed by Andrae et al., 2008). For PDGF-D there is currently no published information available about its physiological role. PDGFs are dimeric polypeptides (PDGF-AA, -AB, -BB, -CC and -DD have been demonstrated to date) that act by binding to and inducing dimerization of PDGFRs in the plasma membrane, which in turn triggers receptor signaling. The PDGFRs are receptor tyrosine kinases (RTK) that signal via classical RTK pathways, including Ras-MAPK, PI3K and PLCγ (Heldin et al., 1998).

PDGFs differentially activate the PDGFRs. PDGF-C and PDGF-A are the principal ligands for PDGFRα *in vivo* as shown by gene knockout experiments: *Pdgfa^−/−^; Pdgfc^−/−^* double knockout mice phenocopy *Pdgfra^−/−^* mice (Ding et al., 2004; Soriano, 1997), whereas single *Pdgfa^−/−^* or *Pdgfc^−/−^* knockouts both display substantially milder phenotypes. This suggests that PDGF-C and PDGF-A exert partially overlapping and redundant functions via PDGFRα. *Pdgfb^−/−^*mice phenocopy *Pdgfrb^−/−^* mice (Hellström et al., 1999; Levéen et al., 1994; Soriano, 1994), demonstrating that PDGF-B is the principal physiological ligand for PDGFRβ. Despite the fact that PDGF-B can activate also PDGFRα *in vitro*, no redundancy between PDGF-A/C and PDGF-B has been implicated through comparative analysis of knockout mutants so far. However, PDGF-B may have physiological functions via PDGFRα that have gone unnoticed. Likewise, although PDGF-D can activate PDGFRβ *in vitro*, the physiological role of this ligand remains to be elucidated. Thus, even though much is known about the developmental roles of PDGFs through the analysis and comparison of individual knockout mice, the early embryonic lethality of some of the PDGF/PDGFR mutants and the likely redundancy between some of the PDGF ligands (in particular PDGF-C and PDGF-A) suggests that developmental functions exist that were not revealed through previous analyses.

The relative importance of different PDGFs for developmental processes may also vary depending on the genetic background, as illustrated by the perinatal lethality of *Pdgfc^−/−^* mice on a 129S1 background due to a complete cleft palate (Ding et al., 2004), whereas the same mutants survive into adulthood when bred on C57BL/6J background (Fredriksson et al., 2012). Thus, both redundancy with other PDGFs and genetic background may variably compensate for the loss of PDGF-C in *Pdgfc^−/−^* mice. The study of single or multiple *Pdgf* knockouts in different genetic backgrounds may therefore add further information about the developmental roles for PDGFs. Moreover, a reduction in PDGF receptor expression levels or signaling may sensitize mice to the loss of single PDGF ligand isoforms. Thus, a way to expose hidden roles of PDGF-C signaling via PDGFRα could be to reduce the level of PDGFRα expression in *Pdgfc^−/−^* mice.

Here, we adopted this strategy by generating *Pdgfc^−/−^; Pdgfra^GFP/+^* double mutants. Besides being a *Pdgfra* null allele, *Pdgfra^GFP^* offers the additional benefit of reporting cells that express *Pdgfra* through the expression of nuclear GFP. These studies demonstrate that complete loss of PDGF-C together with loss of a single functional copy of *Pdgfra* unmask previously unrecognized roles of PDGF-C in the brain and its surrounding meninges, the lungs and the vertebral column. These observations demonstrate that PDGF-C plays a role in lung and vertebral development, similar to what has previously been shown for PDGF-A. However, our analysis also reveals phenotypes not previously observed in PDGF/PDGFR mutants, demonstrating that PDGFRα signaling is required for the establishment of certain CNS compartments. Specifically, we noticed neuronal overmigration in the cerebral cortex. We observed that loss of PDGF-C signaling compromises the structure of cerebral meninges, which we hypothesize is the primary cause of the observed brain defects, since intact meninges are considered to be critical for normal CNS development (reviewed by Decimo et al., 2012; Siegenthaler and Pleasure, 2011).

## RESULTS

### *Pdgfc*^−/−^; *Pdgfra^GFP/+^* mice die perinatally

*Pdgfc^−/−^* mice on a 129S1 background die at birth as a consequence of cleft palate (Ding et al., 2004), whereas they are viable and fertile on C57BL/6J background (Fredriksson et al., 2012). We generated *Pdgfc^−/−^; Pdgfra^GFP/+^* mice on C57BL/6J background, which were born from crosses of *Pdgfc*^+/−^; *Pdgfra^GFP/+^* and *Pdgfc*^+/−^ mice with a mendelian distribution [12% expected, 11.5% (19/165) were obtained]. In total we generated 74 *Pdgfc*^−/−^; *Pdgfra^GFP/+^* pups, out of which 47 were observed frequently and regularly until they suddenly died or were deemed necessary to euthanize for ethical reasons. The phenotype severity was variable and disease progression rapid, and although the mice were monitored daily, *Pdgfc^−/−^; Pdgfra^GFP/+^* mice that appeared vital in the evening were often found dead the following morning. During the first two days 72% of the *Pdgfc^−/−^; Pdgfra^GFP/+^* mice died or were euthanized, and only 14% were still alive at postnatal day (P)15. Two mice were followed until P21-22 (Fig. 1A).

**Fig. 1.**
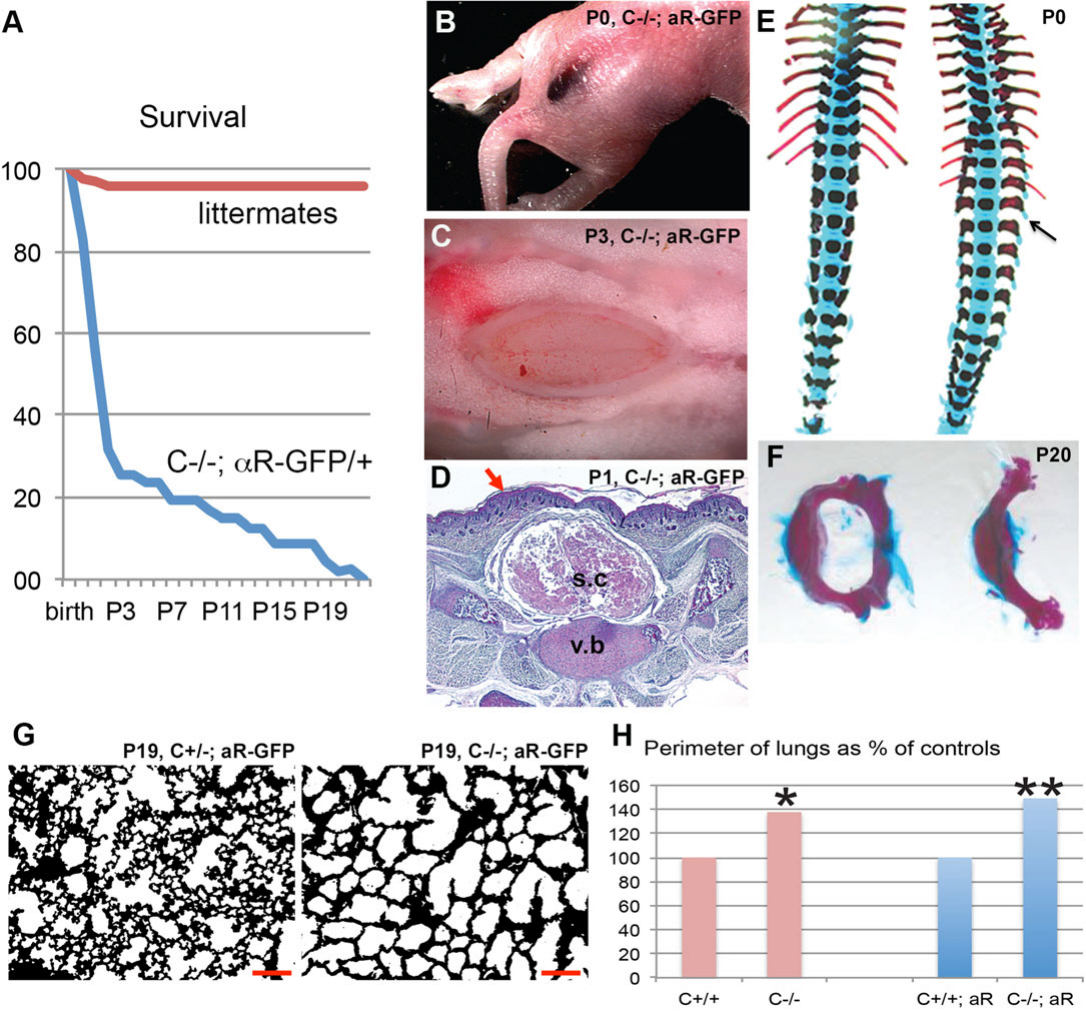
**Survival curve, spina bifida and lung phenotype of *Pdgfc^−/−^; Pdgfra^GFP/+^* mice.** (A) Kaplan–Meier curve showing survival of *Pdgfc^−/−^; Pdgfra^GFP/+^* pups and their littermates. Based on 47 *Pdgfc^−/−^; Pdgfra^GFP/+^* pups. (B) Newborn *Pdgfc^−/−^; Pdgfra^GFP/+^* mouse with haemorrhage over the dorsal back of the spine indicating a severe spina bifida. (C) Spina bifida after removal of the skin at P3. (D) Transverse section through the spina bifida area at P1, showing the presence of skin covering the affected area (arrow). s.c., spinal cord; v.b., vertebral body. (E) Alcian Blue/Alizarin Red staining of spinal column at P0, wild type (wt) (left) and *Pdgfc^−/−^; Pdgfra^GFP/+^* (right). Arrow marks an unfused vertebral arch. (F) Freely dissected lumbar vertebrae at P20, stained with Alcian Blue/Alizarin Red, wt (left) and *Pdgfc^−/−^; Pdgfra^GFP/+^* (right). (G) Paraffin section of P19 lung from *Pdgfc^+/−^; Pdgfra^GFP/+^* (left) and *Pdgfc^−/−^; Pdgfra^GFP/+^* (right). Note the absence of secondary alveolar septa in the mutant lung. Scale bar: 100 µm. (H) Quantification and comparison of perimeter of open areas in paraffin sectioned lungs. Open areas in *Pdgfc^−/−^* mice were significantly larger than *Pdgfc^+/+^* control mice, both in absence and presence of *Pdgfra^GFP/+^*. *P<0.05, **P<0.01.

At birth, *Pdgfc^−/−^; Pdgfra^GFP/+^* mice were easily distinguishable by the presence of a hemorrhagic stripe along the lower spine (Fig. 1B,C). These lesions were covered by an intact skin and, therefore, classified as spina bifida occulta (reviewed by Greene and Copp, 2009) (Fig. 1D). Indeed, we confirmed the presence of dorsally open vertebral arches in the lumbar region of *Pdgfc^−/−^; Pdgfra^GFP/+^* mice (Fig. 1E,F). This pronounced spina bifida occulta with associated local hemorrhage was exclusively observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice and absent in all other littermates irrespective of their genotypes.

Similar to *Pdgfa* knockout mice (Boström et al., 1996), *Pdgfc^−/−^; Pdgfra^GFP/+^* mice displayed an emphysema-like phenotype in the lung (Fig. 1G). The average perimeter of the open airways was increased by 50% (*P*=0.0014) in *Pdgfc^−/−^; Pdgfra^GFP/+^* lungs, compared to *Pdgfc^+/+^; Pdgfra^GFP/+^* littermate controls. A similar but less severe phenotype was observed in *Pdgfc^−/−^* mice in comparison with *Pdgfc^+/+^*. We did not perform a side-by-side comparison to *Pdgfa^−/−^* mice, but on comparison with data reported earlier (Boström et al., 1996), the alveolar defects in *Pdgfc^−/−^* or *Pdgfc^−/−^; Pdgfra^GFP/+^* lungs appeared substantially milder than those in *Pdgfa^−/−^* mice.

### Cerebral abnormalities

Dissected brains from newborn *Pdgfc^−/−^; Pdgfra^GFP/+^* mice were clearly distinguishable from littermate control brains (Fig. 2). The cerebral hemispheres displayed an irregular shape and the cerebellum was reduced in size. To provide at least one quantitative measure of the cerebral abnormality, we assessed the interhemispheric fissure (IHF) and the angle (α) between then IHF and a line drawn from the frontal end of the IHF and the most lateral point of the cerebral hemisphere in newborn mice (Fig. 2A,B). Both were significantly different in *Pdgfc^−/−^; Pdgfra^GFP/+^* compared to littermate controls; IHF was 35% increased (*P*<0.0001; Fig. 2D) and α was 8% smaller (*P*<0.01; Fig. 2E).

**Fig. 2.**
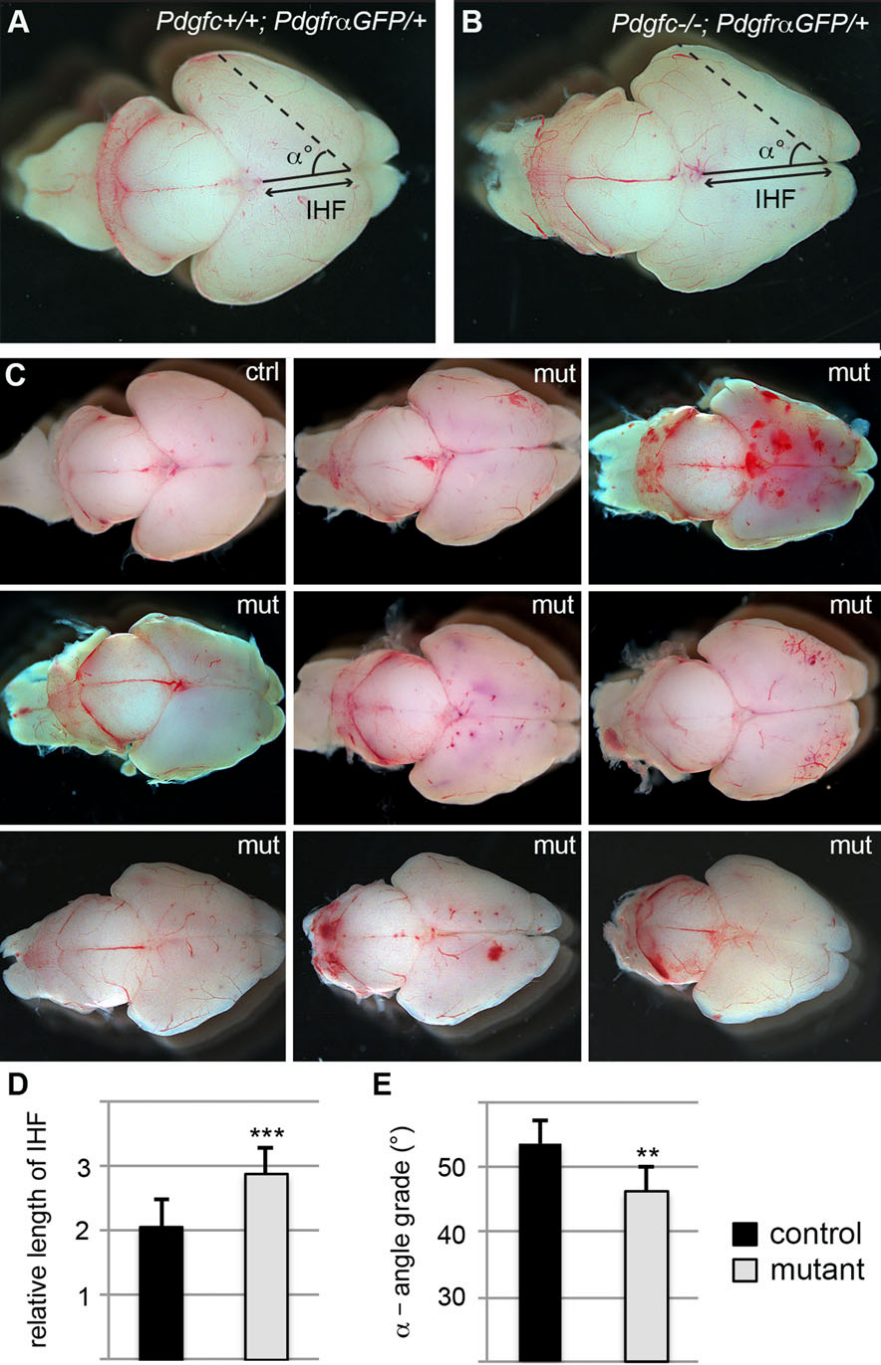
**Phenotypic and anatomic variations in brains of newborn mice.** Dorsal view of P0 brains from (A) *Pdgfc^+/+^; Pdgfra^GFP/+^* and (B) *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. Filled line marks the interhemispheric fissure (IHF), the dotted line goes from the frontal end of the IHF to the most lateral point of the cerebrum. α is the angle between the two lines. (C) Examples of brains from newborn mice; one control (ctrl) and eight *Pdgfc^−/−^; Pdgfra^GFP/+^* (mut). Severity of both morphology and bleedings vary between the mutant mice. (D) Comparison of the length of the interhemispheric fissure in *Pdgfc^−/−^; Pdgfra^GFP/+^* (mut) and control mice. (E) Comparison of the angle α in *Pdgfc^−/−^; Pdgfra^GFP/+^* (mut) and control mice. Error bars show s.e.m.; **P<0.01, ***P<0.001.

Bleedings were frequently observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* brains, both superficially (Fig. 2C) and deep in the brain parenchyma (Fig. 3A,B). The extent of the hemorrhage and regions involved varied between individuals. In tissue sections of newborn pups, extravasated erythrocytes were observed in the cerebral cortex, corpus callosum, midbrain, colliculus and cerebellum (Fig. 3A,B, circled areas). Other abnormal phenotypes observed included misplaced neurons (Fig. 3C,D) and folds in the cortical surface (Fig. 3E,F). These defects were focal and locations varied between individuals. However, the gross morphology of the cortical cell layers appeared normal for the most part (Fig. 4). Nissl staining of the cerebral cortex revealed that different cortical cell layers were present, correctly positioned in relation to each other, although in focal regions along the cortical surface cell nuclei were misplaced in the marginal zone below the meninges (black arrows in Fig. 4B,F). Occasionally, increased numbers of cells were identified along the meninges (red arrows in Fig. 4H). Due to the low postnatal survival and sudden death of mutant mice, we managed to retrieve only 11 postnatal brains older than P3 for histological analysis. Those were all at different ages (P4-P22), and no statistical analysis could be performed with this data.

**Fig. 3.**
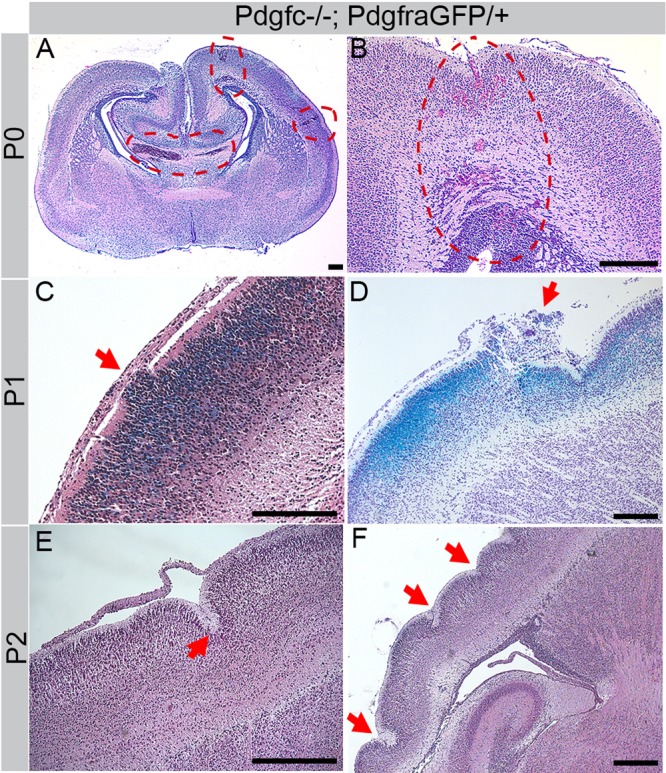
**Cerebral abnormalities in cortex of *Pdgfc^−/−^; Pdgfra^GFP/+^* mice.** Hematoxylin/eosin stained paraffin sections of mutant brains. (A) Coronal section at P0. Red dotted circles indicates areas of bleedings. (B) Coronal section, consecutive to previous image. Red dotted circle indicate bleedings all the way from the pial surface to the lateral ventricle. (C) Displaced cells (arrow) invade the marginal zone. Sagittal section of X-gal stained (blue) P1 brain. (D) Cresyl Violet stain at P1, sagittal section. Blue X-gal staining in cortical layer mark cells that normally express *Pdgfc*. Arrow indicates severely affected area. (E) Sagittal section at P2, arrow points at an invagination in the cortex. (F) Sagittal view of a wavy cortex at P2, arrows mark invaginations. Scale bars: 200 µm.

**Fig. 4.**
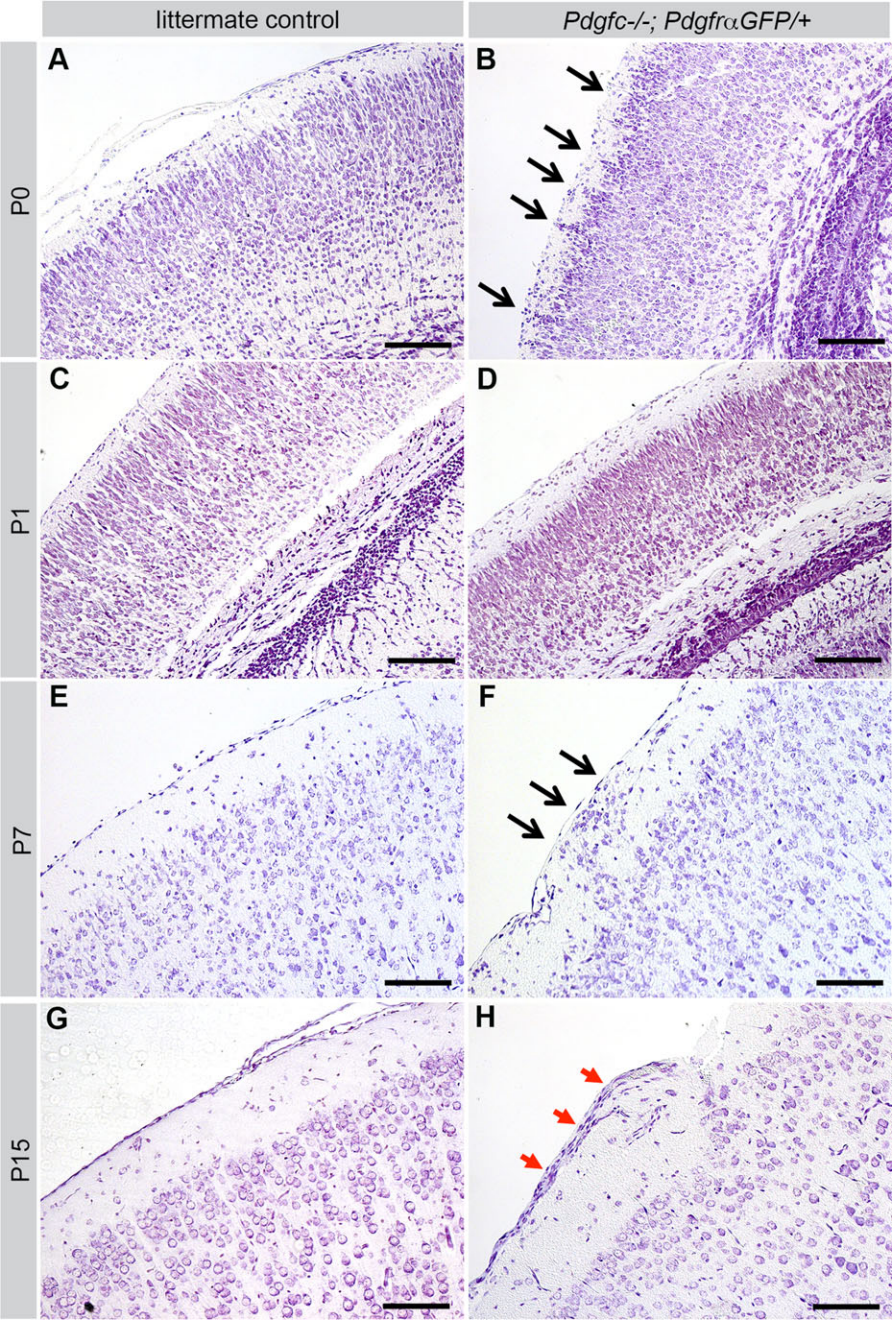
**Cerebral cortex at different postnatal ages.** Cresyl Violet staining of cerebral cortex of *Pdgfc^−/−^; Pdgfra^GFP/+^* (right) and littermate controls (left). A-F are coronal sections, G-H are sagittal. (A) *Pdgfc^+/−^; Pdgfra^GFP/+^* at P0. (B) Cortical neurons extend into the marginal zone (black arrows) of *Pdgfc^−/−^; Pdgfra^GFP/+^* at P0. (C) *Pdgfra^GFP/+^* at P1. (D) Thin cortex in *Pdgfc^−/−^; Pdgfra^GFP/+^* at P1. (E) *Pdgfc^+/−^; Pdgfra^GFP/+^* at P7. (F) Displacement of cells (black arrows) close to the meningeal border in *Pdgfc^+/−^; Pdgfra^GFP/+^* at P7. (G) *Pdgfra^GFP/+^* at P15. (H) Thick layer of cells outside of the marginal zone (red arrows) in *Pdgfc^−/−^; Pdgfra^GFP/+^* at P15. Scale bars: 150 µm.

### Expression of *Pdgfa* and *Pdgfc* in the developing cerebral cortex

The cerebral defects in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice imply an important role for *Pdgfra* signaling in the developing brain. We therefore analyzed the expression of PDGFRα and its main ligands PDGF-A, PDGF-C in the developing cerebral cortex at time points around birth [embryonic day (E)17.5, E18.5, P0, P1, P3]. As the *Pdgfa* and *Pdgfc* null alleles express *lacZ* from their respective promoters, we performed X-gal staining in heterozygous mice to localize sites of expression (Fig. 5).

**Fig. 5.**
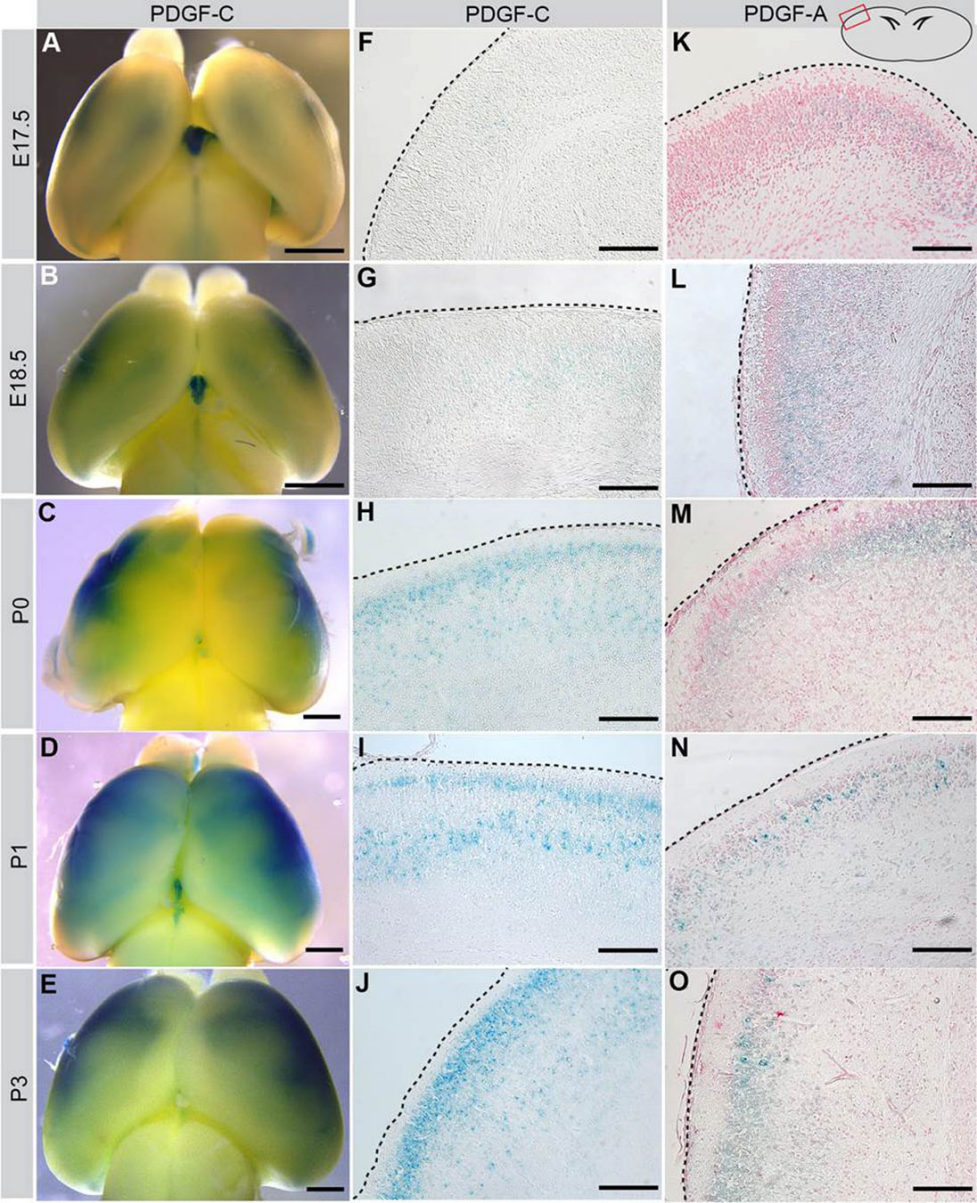
**Perinatal expression of PDGF-C and PDGF-A in cerebral cortex.** (A-E) Whole mount X-gal staining of *Pdgfc*^+/−^ brains, visualizing how PDGF-C expression increases with age. (F-O) Coronal sections of whole mount X-gal stained brains counterstained with Nuclear Fast Red. Illustration in upper right corner shows where the photos are taken, and black dotted lines mark the cortical surface. (F-J) Increasing expression of PDGF-C (blue) close to the cortical border. (K-O) PDGF-A expression (blue) largely overlaps with PDGF-C expression. Scale bar: 1 mm in A-E, 150 µm in F-O.

During late embryonic development, PDGF-C was barely expressed in the forebrain, except in the choroid plexus in the lateral ventricles (Fig. 5A,B). PDGF-C expression first appeared in the dorsolateral cerebral cortex (Fig. 5B), and was intensified until P3 (Fig. 5A-E). Histological sections showed that expression was mostly confined to neurons in the cortical plate close to the glial border (Fig. 5F-J). The pattern of expression of PDGF-A was similar to that of PDGF-C (Fig. 5K-O). PDGF-C was not expressed in the skull covering the cerebral cortex at birth (data not shown).

Using *Pdgfra*^GFP/+^ mice, we mapped the expression pattern of PDGFRα-positive cells in the relevant areas of the cerebrum. The observed pattern is consistent with labeling of cerebral oligodendrocyte progenitors (OPCs) (Pringle et al., 1992). Before and early after birth, the numbers of PDGFRα-positive cells were low in the vicinity of the cortical surface, i.e. the regions where cellular abnormalities were observed, however, suggesting that the observed cerebral defects in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice are not a result of defective signaling in OPCs.

### Abnormal cerebral meninges

Since PDGFRα expression was high in the cerebral meninges (Fig. 6), we hypothesized that PDGFRα-positive meningeal cells could be target cells for PDGF-C expressed in the developing cerebral cortex. To analyze the meninges, we first peeled off meningeal sheets from the dorsal cerebrum (dotted circle in Fig. 7A), and mounted them on slides for *en face* morphological analyses. We found that *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges were composed of fewer PDGFRα-GFP-positive cells than controls (Fig. 7C,D). Also, they were thin, fragile and more difficult to detach mechanically compared to meninges from control littermates. In coronal sections we verified that *Pdgfc^−/−^; Pdgfra^GFP/+^* cerebral meninges were indeed thinner and displayed an irregular pattern of extracellular matrix markers collagen IV, fibronectin and laminin α1 (Fig. 7E-J). These analyses revealed quantitative differences; all tested ECM molecules were present in mutant meninges, albeit in lower amounts.

**Fig. 6.**
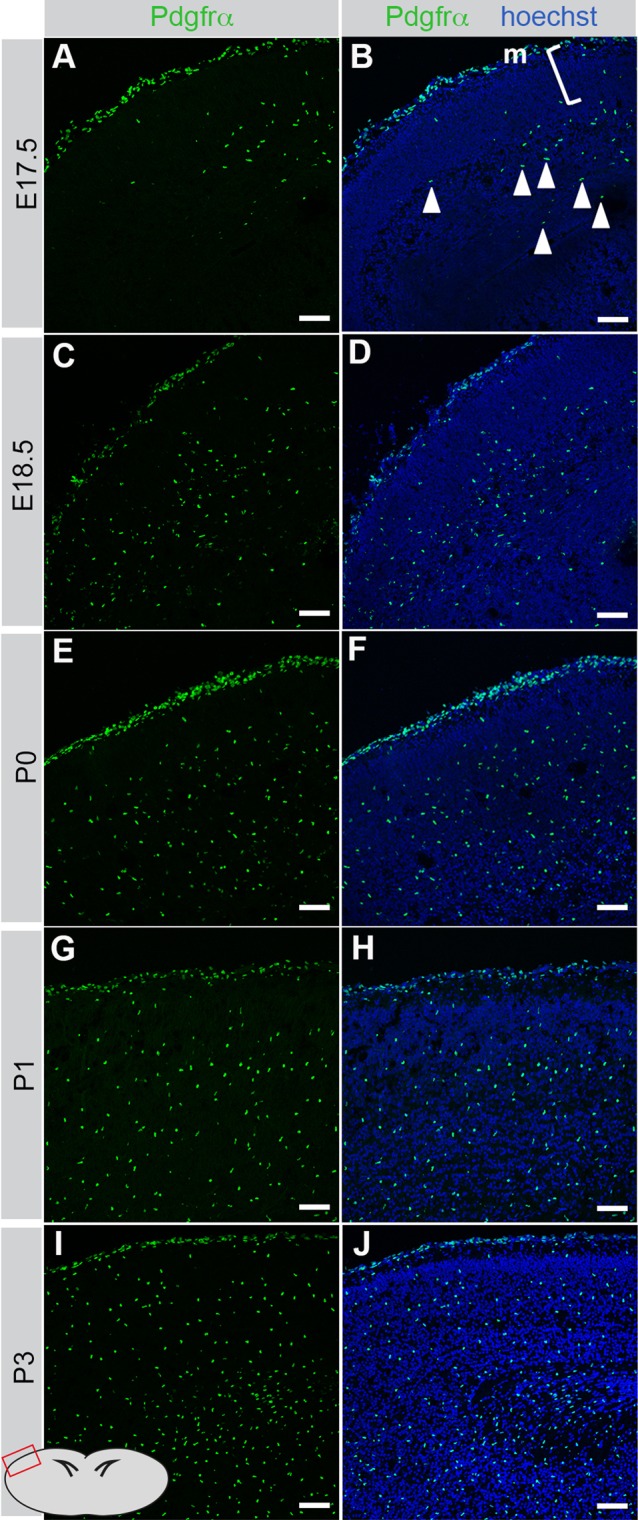
**Meningeal expression of PDGFRα in cerebral cortex.** Coronal sections from PDGFRα^GFP/+^ mice at E17.5 to P3. Illustration in lower left corner shows where the photos are taken. The majority of PDGFRα-GFP expressing cells were in the meninges (m) whereas very few cells were located in the underlying zone (marked [). Day by day, PDGFRα-positive oligodendrocyte precursors (arrowheads) populate the parenchyma. Scale bar: 60 µm.

**Fig. 7.**
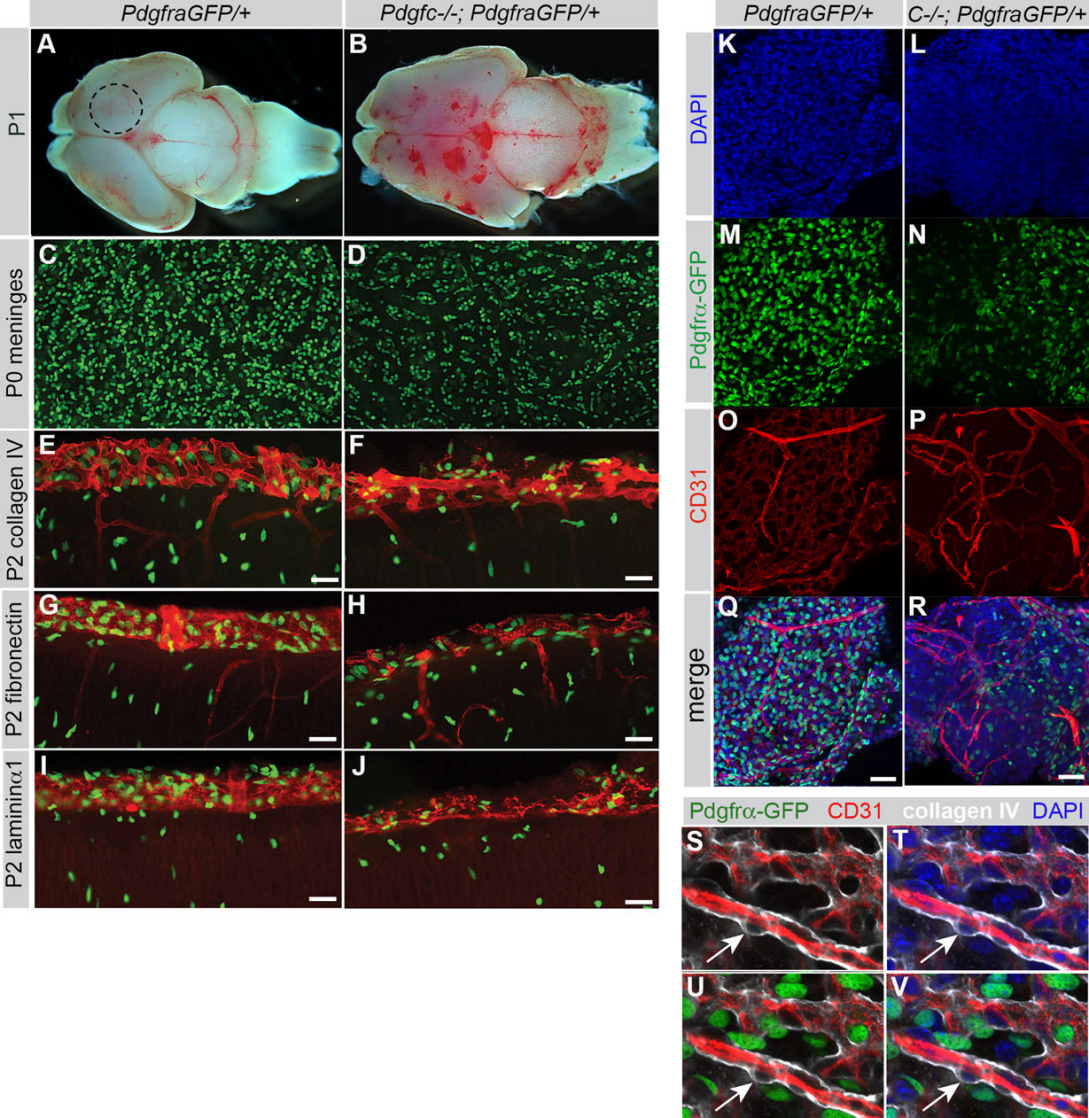
**Structural changes in cerebral meninges of *Pdgfc^−/−^; Pdgfra^GFP/+^* mice.** (A) Dorsal view of P1 brain from *Pdgfra^GFP/+^* mouse. Dotted circle indicates area for dissection of meninges. (B) Irregular shape and bleedings in brain from P1 *Pdgfc^−/−^; Pdgfra^GFP/+^* mouse. (C) Meninges peeled off from the dorsal, cerebral hemisphere of newborn *Pdgfra^GFP/+^* mice, dotted circle in A. (D) Reduced numbers of PDGFRα-positive cells in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges. (E-J) Immunofluorescent staining for extracellular matrix proteins Collagen IV (E,F), Fibronectin (G,H) and Laminin α1 (I,J) in coronal sections through the cerebral cortex in P2 pups show an irregular structure of the meninges in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. (K-R) Extended view of confocal *z*-stack of P4 meninges, *Pdgfra^GFP/+^* (left column) and *Pdgfc^−/−^; Pdgfra^GFP/+^* (right column). (K,L) DAPI. (M,N) Fewer PDGFR*α*-GFP-positive cells in mutants. (O,P) CD31 reveal variations in the vascular network. (Q,R) Merged view. (S-V) *Pdgfra* expression in non-vascular meningeal cells. Cerebral meninges from *Pdgfra^GFP/+^* brain immunostained for CD31 (red) and collagen IV (white). Arrow points at a PDGFRα negative vascular cell. Scale bars: 50 µm in E-J, 40 µm in K-R.

As the superficial bleedings observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* brains (Fig. 2C, Fig. 7B) were likely located within the meninges, we used the endothelial cell marker (CD31) to visualize vessels in meninges from the dorsal cerebrum. Blood vessels in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges were disorganized and significantly sparser compared to control mice (Fig. 7K-R). Meningeal cells are known to express PDGFRα (Pringle et al., 1992), but it is unclear which meningeal cell type(s) express it. Both CD31-positive endothelial cells and vascular mural cells, identified by their location between the collagen IV-positive vascular basement membrane and the CD31-positive endothelium were uniformly negative for PDGFRα. We conclude that in meningeal sheets from *Pdgfra^GFP/+^* mice, the nuclear GFP expression occurs in non-vascular mesenchymal cells (Fig. 7S-V).

### Neuronal gene expression in cerebral meninges

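Transcripts were measured in the cerebral meninges of 13 newborn pups (postnatal day 0) of a single litter, with 1 array per mouse: 4 *Pdgfc-/-; Pdgfra GFP/+* mutants and 9 littermate controls. Pdgfc, the gene of the ligand PDGF-C, had an intensity of 25.7 ± 3.41 (SD, n = 4) in mutant meninges and 164 ± 86.8 (SD, n = 9) in control meninges, a log2 fold change of -1.84 (standard error 0.46, adjusted p = 0.00771). A two-sided exact permutation test over all 715 splits of the mice gave p = 0.00839. Control 2 had the lowest Pdgfc intensity of the 13 mice, 5.88, and the other 8 controls lay between 103 and 275. Pdgfra, the gene of the receptor, had an intensity of 1078 ± 352 (SD, n = 4) in mutants and 1764 ± 429 (SD, n = 9) in controls, a log2 fold change of -0.71 (standard error 0.21, adjusted p = 0.0276; exact permutation test as for Pdgfc, p = 0.0126). Of 7 genes of the PDGF family, Pdgfd also fell, with a log2 fold change of -0.85 (adjusted p = 2.81e-04), and Pdgfa, Pdgfb, Pdgfrb and Plat did not pass the test, at values from -0.19 to 0.22. Of these Pdgfa and Pdgfrb were called as rises with each array centred on reference genes (adjusted p = 0.00679 and 0.00184) or fibroblast genes (0.00487 and 0.00401). The same 3 fell when adjusted over the list alone. The family's median was -0.19 (0.19 with each array centred on reference genes and 0.09 on fibroblast genes), and its shift against all other genes had an adjusted p of 0.0598 with camera (0.415 with an estimated correlation, and 0.0317 to 0.0489 without mutant 3 or 4 or control 2, 4, 5 or 9). The control group of the study pools several Pdgfc and Pdgfra genotypes, *Pdgfc-/-* among them, and the labels do not give the genotype of each control. The fall of Pdgfra lost its call without mutant 1, 2 or 3 or control 2 (adjusted p = 0.132, 0.0557, 0.112 and 0.0503) and with the Xist level as a covariate (0.252, log2 fold change -0.62). It also lost it centred on reference genes (log2 fold change -0.34, adjusted p = 0.192) or fibroblast genes (-0.43, 0.0867), with equal (0.0836) or unequal variances (0.218), with 1 in place of 16 (0.0556), with all probe sets (0.0537) and with the replicate number as a block (0.0973). That of Pdgfc lost its call with the replicate number as a block (log2 fold change -1.30, adjusted p = 0.1897), with 1 in place of 16 (0.0618), with equal variances (0.0595), centred on reference genes (0.0540) and with an intensity trend and robust variances (0.0510), and that of Pdgfd with unequal variances (0.106). The block run rests on the 4 mutants and controls 1 to 4, since controls 5 to 9 share a replicate number with no mutant.

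**Figure D1:**
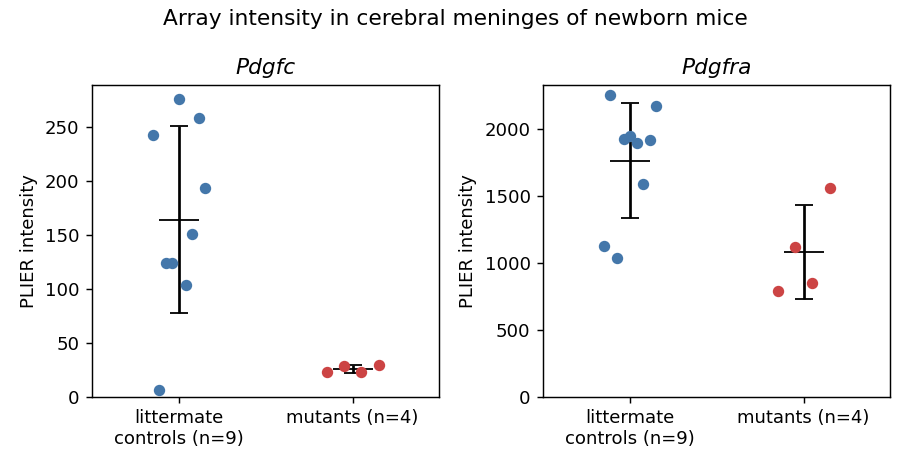
Intensity of Pdgfc and Pdgfra on a linear scale in each mouse, with the mean and SD of the 4 mutants and the 9 controls. Control 2 lies at 5.88 for Pdgfc, below the 4 mutants at 22.8 to 29.3.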

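The arrays (Affymetrix Mouse Gene 1.0 ST) hold 35557 probe sets, which the authors summarised with PLIER, a model of probe intensities that gives 1 value per probe set. The deposited values are intensities on a linear scale, and the median of an array was 56.0 to 89.7 in the mutants and 44.1 to 89.0 in the controls. Each value was taken as log2(intensity + 16), and the 4 mutants were compared with the 9 controls with limma for 19939 genes. Below, a gene rose or fell at an adjusted p under 0.05, and is counted as higher or lower where its fold also exceeded 2. Transcripts that mark the sex of a pup differed between the groups. Xist, which is expressed from the inactive X chromosome of females, fell (log2 fold change -3.74, adjusted p = 0.0164, 0.0504 without mutant 2, 0.192 with array weights, 0.0983 with equal variances and 0.0889 with an intensity trend and robust variances). It had an intensity of 2.24 to 4.77 in the 4 mutants, 4.78 to 8.73 in controls 1, 5 and 8, and 536 to 1020 in the other 6 controls. The Y-linked Eif2s3y was at 359 to 556 in the mutants, 408 to 515 in controls 1, 5 and 8, and 1.64 to 3.76 in the rest. The 4 mutants and controls 1, 5 and 8 thus had the pattern of males, so the groups differ in sex as well as genotype. The number of arrays, with 4 in the smaller group, limits the precision of every value below.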

To gain additional insight into the basis for the morphological abnormalities in the meninges of the *Pdgfc^−/−^; Pdgfra^GFP/+^* mice, we isolated RNA from cerebral meninges of newborn mutants (*n*=4) and littermate controls (*n*=9) and analyzed the transcriptome using Affymetrix arrays. This analysis revealed extensive differences in gene expression between the two groups, with numerous genes being consistently up- or downregulated in the mutant meninges (Fig. 8A, www.ncbi.nlm.nih.gov/geo/, accession number GSE67644). 

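In mutant meninges 654 of 19939 genes were higher and 158 were lower. The largest rises included genes of neuropeptides. Sst, which encodes the interneuron peptide somatostatin, was 26.5-fold higher, at an intensity of 2278 ± 435 (SD, n = 4) against 72.6 ± 24.0 (SD, n = 9). Nxph2, a secreted ligand of neurexins, was 24.8-fold higher and Cck, the gene of the neuropeptide cholecystokinin, 18.0-fold higher. Among the lower genes, Fmod, which encodes the collagen-binding proteoglycan fibromodulin, was 11.2-fold lower, at 93.8 ± 36.3 (SD, n = 4) against 1185 ± 218 (SD, n = 9). The organic cation transporter gene Slc22a2 was 10.8-fold lower and Serpind1, the gene of heparin cofactor II, 10.8-fold lower. Among genes counted as higher or lower, rises were larger as well as more numerous, since 252 were more than 4-fold higher and 15 more than 4-fold lower. By the adjusted p alone 1711 genes rose and 1258 fell, and rises stayed more numerous under most settings. Falls were more numerous after quantile normalization (2668 rose and 3620 fell), centred on the array median (1809 and 2866) and without mutant 4 (1332 and 1490). Over all tested genes, 9.44% had groups that did not overlap, where chance gives 0.28%. Average-linkage clustering on all genes, with none selected, put the 4 mutants in 1 branch and the 9 controls in the other. The component that parted them held 44.6% of the variance, but within each group it also followed array brightness. Controls 6, 3 and 1, the dimmest, lay at -58.2, -41.3 and -39.1 on it. Mutant 3, the dimmest mutant, lay at 14.0, close to control 9 at 13.0. The 44.6% is therefore not the share of the group difference alone. Of the genes called in either direction 80.5% were higher. The share was 95.1% (1182 higher and 61 lower) with each array centred on reference genes and 93.2% (1003 and 73) when centred on meningeal fibroblast genes. It was 72.1% (582 and 225) centred on the array median, 75.6% (612 and 197) after quantile normalization and 73.1% (613 and 226) without mutant 4. Centring on reference and fibroblast genes brought the median log2 fold change of all genes from 0.0043 to 0.38 and 0.28. It was -0.09 centred on the array median and -0.04 after quantile normalization. Without the 4 arrays of lowest median intensity (mutant 3 and controls 1, 3 and 6), 630 genes were higher and 157 lower.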

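Genes shared by most neurons rose together in mutant meninges. Of 20 pan-neuronal genes 19 rose and none fell (20 rose when adjusted over the list alone), with a median log2 fold change of 2.95. The examples with the smallest adjusted p were Nefl, which encodes the light chain of neurofilaments (13.6-fold higher), the granule protein gene Scg2 (7.57-fold), and Snap25 and Syt1, which act in the release of synaptic vesicles (11.8-fold and 9.65-fold). At an unadjusted p under 0.05, and with tests of equal or unequal variances, none of the neuronal genes of the lists named here fell either. Thy1 had a log2 fold change of 0.48 (adjusted p = 0.104) and was the member without a call, named after its value was seen. Of 13 genes of cortical interneurons 9 rose and none fell (11 rose when adjusted over the list alone), with a median of 2.92. Among them were the neuropeptide gene Npy (13.6-fold higher), the neuregulin receptor gene Erbb4 (10.9-fold) and the transcription factor gene Lhx6 (7.56-fold). Of 17 genes of cortical projection neurons 11 rose and none fell (12 rose when adjusted over the list alone), with a median of 1.24, among them Bcl11b and Fezf2, which specify neurons that project below the cortex (11.4-fold and 8.18-fold higher). Of 8 genes of Cajal-Retzius cells, the reelin-secreting neurons of the cortical surface, 4 rose and none fell (4 when adjusted over the list alone), with a median of 0.48: Ndnf (1.95-fold higher), Calb2 (1.54-fold), Lhx5 (1.48-fold) and Reln. The shift of each list against all other genes had an adjusted p of 1.77e-35 (pan-neuronal), 6.59e-18 (interneuron), 7.21e-13 (projection neuron) and 2.22e-04 (Cajal-Retzius) with camera, and adjusted p = 0.0731, 0.0873, 0.181 and 0.268 with an estimated correlation. Lhx5 lost its call without mutant 1 (adjusted p = 0.0595) and with the Xist level as a covariate (0.104, at a log2 fold change of 0.57 against 0.57), as did Calb2 with that covariate (0.0520, 0.65 against 0.62) and with unequal variances (0.146). Lhx5 lost it too with the replicate number as a block (0.184) and without the 4 arrays of lowest median intensity (0.0546). In the top genes of Fig. 8A the study had already named 3 pan-neuronal, 3 interneuron and 1 Cajal-Retzius gene of these lists, so for those the direction is not independent evidence.

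**Figure D2:**
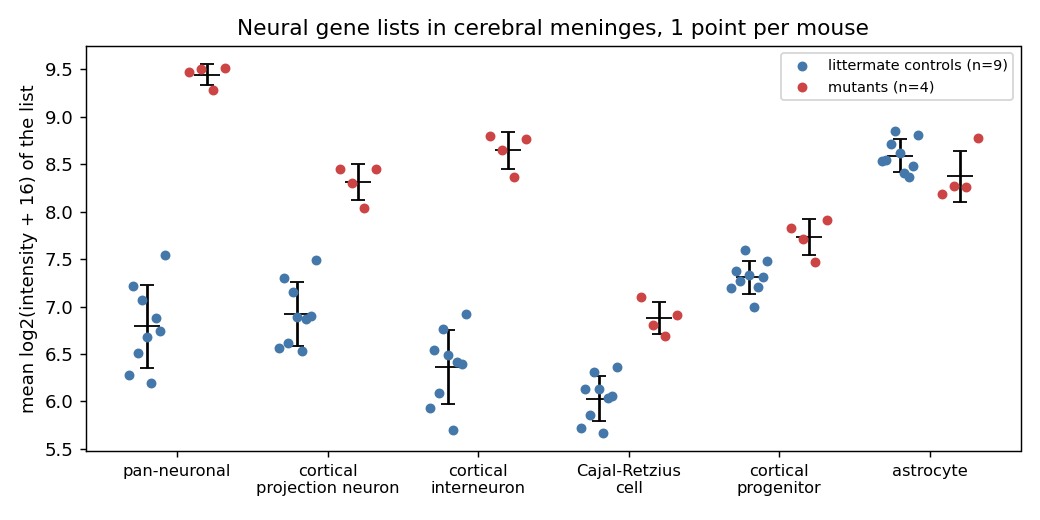
Mean log2 intensity of each list of neural genes in each mouse, with mutants and controls as separate groups and their mean. For the pan-neuronal, interneuron, projection neuron and Cajal-Retzius lists the 4 mutants lie above the 9 controls.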

The most unexpected finding was a highly significant upregulation of neuronal genes in cerebral meninges from *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. Both KEGG and GO analysis confirmed high up-regulation of neuron-associated pathways (Table 1). 

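Genes of synaptic transmission rose almost without exception. Of 21 measured members 20 rose and none fell (20 when adjusted over the list alone; none fell at an unadjusted p under 0.05 or by tests with equal or unequal variances either), with a median log2 fold change of 2.10, among them the glutamate receptor gene Gria1 (13.5-fold higher) and Dlg4, which encodes the postsynaptic scaffold PSD-95 (3.76-fold). Of 27 receptors for neuroactive ligands 15 rose and 4 fell (16 and 5 when adjusted over the list alone), with a median of 0.98. Oprl1, the nociceptin receptor gene, was 5.86-fold higher and the cannabinoid receptor gene Cnr1 6.12-fold higher. Aplnr, a receptor gene of growing vessels, was 3.96-fold lower, and the others that fell, Npy1r (1.70-fold), S1pr1 (1.46-fold) and Agtr1a (1.43-fold), were named after their values were seen. Of 30 cell adhesion molecules 19 rose and 6 fell (19 and 6 when adjusted over the list alone), with a median of 1.06. The risers included Nrxn3, Cntn1 and Cntnap2, which act at synapses and axons (7.86-fold, 5.26-fold and 4.65-fold higher). Of 35 axon guidance genes 15 rose and Nrp1, chosen for naming after its value was seen, fell by 0.64 on the log2 scale (15 and 3 when adjusted over the list alone). Their median was 0.30 (0.67 centred on reference genes, 0.57 on fibroblast genes and 0.20 on the array median). Pak3 was 7.23-fold and L1cam 4.02-fold higher. Of 29 MAPK signaling genes 14 rose and 2 fell (15 and 2 when adjusted over the list alone), with a median of 0.40. It was 0.78 centred on reference genes, 0.68 on fibroblast genes and 0.30 on the array median. The leading members of the MAPK list were Cacng3 and Cacng2, which encode neuronal channel subunits, and the neural kinase gene Mapk10. They were 9.41-fold, 5.64-fold and 8.46-fold higher. The genes that fell, named after their values were seen, were Map2k1 (1.53-fold lower) and Fgfr2 (1.46-fold). With unequal variances 1 neuroactive receptor, 2 cell adhesion, 1 axon guidance and 0 MAPK genes fell, while 14, 19, 12 and 13 rose. Among the 654 higher genes these lists were enriched 26.1-fold (synaptic transmission), 16.3-fold (cell adhesion), 14.7-fold (neuroactive ligand receptors), 10.5-fold (MAPK) and 6.97-fold (axon guidance). In that order the adjusted p was 9.32e-24, 3.56e-16, 9.91e-13, 1.92e-08 and 1.38e-05 by a one-sided Fisher's exact test against all tested genes. Tested as whole lists in the same order, their adjusted p was 1.25e-31, 1.11e-09, 6.18e-10, 1.11e-09 and 2.44e-06 with camera, and adjusted p = 0.0731, 0.268, 0.268, 0.268 and 0.373 with an estimated correlation. The lists were written by hand for the pathways of Table 1, since the pathway databases were not at hand, and 13 of the 21 synaptic genes stand in another list as well. The study found these pathways changed on these same arrays. Neither the enrichment nor the shift of the lists is therefore independent evidence for the pathways. Fig. 8A already displays 2 synaptic, 2 neuroactive receptor and 1 MAPK gene, among them Gria1, Aplnr and Cacng3, so for those the direction is not independent evidence.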

The data was further compared to a transcriptome database for cell type-enriched genes in the central nervous system (Zhang et al., 2014) (Fig. 8B). We could then confirm that the genes upregulated in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges contained many representative markers for neurons and oligodendrocytes of different state of differentiation (Fig. 8B). In contrast, markers for vasculature, including endothelial and pericyte markers, were downregulated. 

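Beside the neuronal genes, several markers of oligodendrocyte precursors rose and those of mature oligodendrocytes went both ways. Of 14 precursor genes 4 rose and 1 fell (4 and 1 when adjusted over the list alone), with a median log2 fold change of 0.17. This median was 0.10 after quantile normalization, 0.07 centred on the array median, 0.54 on reference genes and 0.44 on fibroblast genes. The risers were Lhfpl3 (2.93-fold higher), Ptprz1 (2.55-fold), the matrix gene Tnr (2.42-fold) and the lineage transcription factor gene Olig1 (2.20-fold). The gene that fell was Pdgfra, of which every mutant lacks 1 functional copy, so its fall is not evidence about precursor cells. Of 14 oligodendrocyte genes Nfasc, an adhesion gene that neurons also express and Fig. 8C displays, rose (2.06-fold higher), while Bmp4 and the myelin enzyme gene Cnp fell (1.94-fold and 1.60-fold lower). There was 1 rise and there were 3 falls when adjusted over the list alone, and 1 rise and 0 falls with unequal variances. Cnp also lost its call centred on reference genes (adjusted p = 0.0505). That list had a median of 0.02 (-0.04 after quantile normalization, -0.08 centred on the array median, 0.39 on reference genes and 0.30 on fibroblast genes) and a mean of -0.01, and its test pointed down. The precursor list shifted upward at an adjusted p of 0.0166 with camera (adjusted p = 0.469 with an estimated correlation), and the oligodendrocyte list had an adjusted p of 0.603 (0.843 with an estimated correlation). Of 13 astrocyte genes none rose with limma or by tests with equal or unequal variances and 5 fell (1 and 5 when adjusted over the list alone or at an unadjusted p under 0.05), with a median of -0.03 that turned to 0.35 with each array centred on reference genes and 0.25 on fibroblast genes (adjusted p = 0.0598 with camera, 0.549 with an estimated correlation). Without mutant 3 or 4 or control 2, 5 or 8 this list passed as a fall (0.0159 to 0.0416). They were Gjb6 (2.31-fold lower), Atp1b2 (1.86-fold), Slc4a4 (1.86-fold), Slc1a3 (1.51-fold) and Gja1 (1.32-fold), the last named after its value was seen. With unequal variances 1 of these genes fell. Slc1a3 also lost its call centred on reference genes (log2 fold change -0.22 against -0.60, adjusted p = 0.0984) and with the Xist level as a covariate (-0.56, 0.0971). Of 13 microglial genes 9 fell and 1, Tmem119, named after its value was seen, rose (9 and 1 when adjusted over the list alone). Their median was -0.67 (-0.30 centred on reference genes and -0.40 on fibroblast genes). Among the falls were Csf1r (1.99-fold lower), a receptor that macrophages need, and Cx3cr1 (1.94-fold). With unequal variances 2 microglial genes fell and 0 rose, and Csf1r lost its call (adjusted p = 0.0691). The list had an adjusted p of 1.10e-06 (adjusted p = 0.268 with an estimated correlation). The shift of the precursor list lost its call without the dimmest 25% of genes (adjusted p = 0.127) and with each array centred on reference genes (0.344), and without mutant 1 (0.0504).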

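More than 1 endothelial gene in 2 fell in mutant meninges. Of 15 endothelial genes 9 fell and none rose (11 fell when adjusted over the list alone), with a median log2 fold change of -0.79, which was -0.42 centred on reference genes and -0.51 on fibroblast genes. Kdr, which encodes the main VEGF receptor, had an intensity of 776 ± 109.8 (SD, n = 4) in mutants against 1536 ± 482 (SD, n = 9) in controls, a log2 fold change of -0.93 (standard error 0.19, adjusted p = 0.00192). The angiopoietin receptor gene Tek, Icam2 and Cldn5, which encodes a tight junction protein, were 1.86-fold, 1.76-fold and 1.78-fold lower. None of these 15 genes, nor of 10 genes of the endothelial blood-brain barrier, rose at an unadjusted p under 0.05 or by tests with equal or unequal variances. With unequal variances 8 endothelial and 2 barrier genes fell, and Icam2 lost its call (adjusted p = 0.0554). Pecam1, the gene of the vessel marker CD31, had a log2 fold change of -0.28 (adjusted p = 0.515). This small fall turned positive when arrays were centred on reference genes, which moves all genes up alike. Of the barrier genes 5 fell and none rose (5 when adjusted over the list alone), with a median of -0.44 (-0.07 centred on reference genes and -0.17 on fibroblast genes): the transporter genes Slco1a4 (2.37-fold lower), Abcb1a (1.54-fold), Abcg2 (1.37-fold) and Slc16a1 (1.36-fold) and the Wnt effector gene Lef1 (1.56-fold). Slc2a1, the glucose transporter gene of the barrier, had a log2 fold change of -0.45 (adjusted p = 0.234). Of 14 genes of mural cells, the pericytes and smooth muscle cells of vessels, limma called none in either direction, nor did a list-alone adjustment or tests with equal or unequal variances. Of them 1 rose and 2 fell at an unadjusted p under 0.05. Their median was -0.16, which turned to 0.21 with each array centred on reference genes and 0.11 on fibroblast genes. It was -0.20 after quantile normalization and -0.26 centred on the array median. Under these last 2 settings Myh11 (adjusted p = 0.0104 and 0.0139) and Ndufa4l2 (0.0251 and 0.0352) were called as falls. Myh11 was also called as a fall with array weights (0.0128). The pericyte genes Rgs5 and Abcc9 had log2 fold changes of -0.31 (adjusted p = 0.415) and 0.41 (adjusted p = 0.119). Centred on reference genes the value of Rgs5 turned positive as well. With camera the endothelial, barrier and mural lists had adjusted p values of 7.83e-08, 1.63e-04 and 0.239, and adjusted p = 0.322, 0.322 and 0.701 with an estimated correlation. Abcg2 lost its call without mutant 1, 2 or 3 or control 2, 4, 5, 6, 8 or 9 (adjusted p = 0.0640 to 0.174). So did Slc16a1 without mutant 1 or 3 (0.147 and 0.101), Lef1 without mutant 2 (0.0519) and Abcb1a without mutant 1 (0.0515). With the replicate number as a block Abcb1a, Abcg2, Slc16a1 and Lef1 all lost their calls (0.107, 0.128, 0.125 and 0.107). Centred on reference genes Abcb1a, Abcg2, Slc16a1 and Lef1 lost their calls (0.191, 0.498, 0.442 and 0.206), as they did centred on fibroblast genes (0.0590, 0.199, 0.139 and 0.0914). Abcc9 was called as a rise under these 2 scalings (0.00173 and 0.00526). With the Xist level as a covariate the log2 fold change was -0.76 for Kdr (adjusted p = 0.0762), -0.83 for Tek (0.0524, against -0.89), -0.79 for Cldn5 (0.0627, against -0.83) and -0.58 for Abcb1a (0.126, against -0.62). For Abcg2, Slc16a1 and Lef1 it was -0.40 (0.319), -0.44 (0.170) and -0.59 (0.138), against -0.45, -0.44 and -0.64.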

The latter observation correlated with the decreased density of vasculature in mutant meninges (Fig. 7O,P). 

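Many genes that guide the migration of cortical neurons were upregulated, both among those the study displays and among others. Reln, which encodes the secreted signal reelin, had an intensity of 1812 ± 144 (SD, n = 4) in mutants against 122 ± 43.9 (SD, n = 9) in controls, a log2 fold change of 3.79 (standard error 0.21, adjusted p = 2.32e-10). Genes of its pathway rose with it: the receptor gene Vldlr was 4.52-fold higher and Dab1, which encodes the adaptor inside the cell, 3.21-fold higher. Tbr1, a transcription factor gene of early projection neurons, was 6.89-fold higher, the kinase gene Pak1 4.45-fold, the chemokine receptor gene Cxcr4 3.71-fold and the proteoglycan gene Cspg5 2.71-fold. All 9 migration genes of Fig. 8C rose (9 when adjusted over the list alone), with a median of 2.15. The study chose them on these arrays, so their count is not independent evidence of the direction, and the list was left out of the camera tests. Of 14 other migration genes 7 rose and none fell (7 when adjusted over the list alone; none fell at an unadjusted p under 0.05 or by tests with equal or unequal variances either), with a median of 0.33. Cdk5r1, which encodes the activator of the kinase CDK5, was 10.2-fold higher, the microtubule genes Dclk1 and Tuba1a 4.08-fold and 1.92-fold higher, and the adhesion gene Astn1 3.29-fold higher. This list shifted at an adjusted p of 5.43e-05 with camera (adjusted p = 0.291 with an estimated correlation).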

We also noticed upregulation of genes implicated in cortical neuronal migration, out of which some are listed in Fig. 8C. These are genes that, when mutated in mice, cause lissencephaly (Reln, Dcx, Vldlr, Dab1; reviewed by Olson and Walsh, 2002) or other abnormalities related to defective cortical neuronal migration during development; Cspg5 (Zhang et al., 2013), Cxcr4 (reviewed by Tiveron and Cremer, 2008); Pak1 (Pan et al., 2015) and Tbr1 (Hevner et al., 2001). 

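Most lymphatic markers fell in mutant meninges, and so did the markers of macrophages that share one of them. Lyve1, a hyaluronan receptor gene of lymphatic endothelium and of border macrophages, had an intensity of 343 ± 202 (SD, n = 4) in mutants against 1774 ± 219 (SD, n = 9) in controls, a log2 fold change of -2.45 (standard error 0.21, adjusted p = 2.99e-08). Flt4, which encodes the lymphatic receptor VEGFR3, was at 43.3 ± 6.02 (SD, n = 4) against 74.0 ± 16.4 (SD, n = 9), a log2 fold change of -0.59 (standard error 0.15, adjusted p = 0.00939). Of 8 lymphatic genes 5 fell and 1 rose (5 and 1 when adjusted over the list alone), with a median of -0.57 (-0.20 centred on reference genes and -0.30 on fibroblast genes). Mmrn1 (5.38-fold lower), Itga9 (1.60-fold) and Foxc2 (1.47-fold) fell as well. Prox1, which encodes the transcription factor that specifies lymphatic endothelium, was 1.55-fold higher. Which cells gave this rise the arrays do not show, and neuronal genes rose in the same samples. Pdpn and Nrp2 had log2 fold changes of -0.15 (adjusted p = 0.749) and -0.05 (adjusted p = 0.956). Of the 4 measured genes that macrophages and fibroblasts do not share, 3 fell and Prox1 rose (3 and 1 when adjusted over the list alone), with a median of -0.63 (-0.26 and -0.35 under these centrings). Of 13 border macrophage genes 12 fell and none rose (13 fell and none rose when adjusted over the list alone or at an unadjusted p under 0.05, and none rose by tests with equal or unequal variances, the latter of which had 7 falls), with a median of -1.60 (-1.23 and -1.32 under these centrings). Among them were Cbr2 (5.16-fold lower), the folate receptor gene Folr2 (4.33-fold), the chemokine gene Pf4 (3.03-fold) and the lectin gene Cd209f, which was near the floor in mutants, at an intensity of 2.19 ± 1.67 (SD, n = 4) against 68.4 ± 27.4 (SD, n = 9). The study names 5 of these 13, and Lyve1, Mmrn1 and Flt4 of the lymphatic genes, among those it displays, so for them the direction is not independent evidence. With camera the lymphatic, unshared lymphatic and macrophage lists had adjusted p values of 6.25e-04, 0.0287 and 1.01e-19, and adjusted p = 0.268, 0.322 and 0.0731 with an estimated correlation. Under the alternatives they kept their calls in 34 of 35, 27 of 35 and 34 of 35, and the unshared list had adjusted p values of 0.00243 to 0.322. The falls of Flt4, Itga9 and Foxc2 lost their calls with each array centred on reference genes (adjusted p = 0.254, 0.223 and 0.243) or fibroblast genes (0.142, 0.120 and 0.102). They also lost them with the Xist level as a covariate (0.287, 0.118 and 0.0991, at log2 fold changes of -0.39, -0.59 and -0.59 against -0.59, -0.68 and -0.56) and the replicate number as a block (0.135, 0.189 and 0.123). Foxc2 lost its call without mutant 1 as well (0.111). With unequal variances Foxc2, Lyve1 and Prox1 lost theirs (0.319, 0.0576 and 0.0965).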

Interestingly, we also noticed a strong decrease in expression of lymphatics markers in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges, which might implicate a role for PDGFRα in the development of meningeal lymphatics (Aspelund et al., 2015; Louveau et al., 2015).

**Fig. 8.**
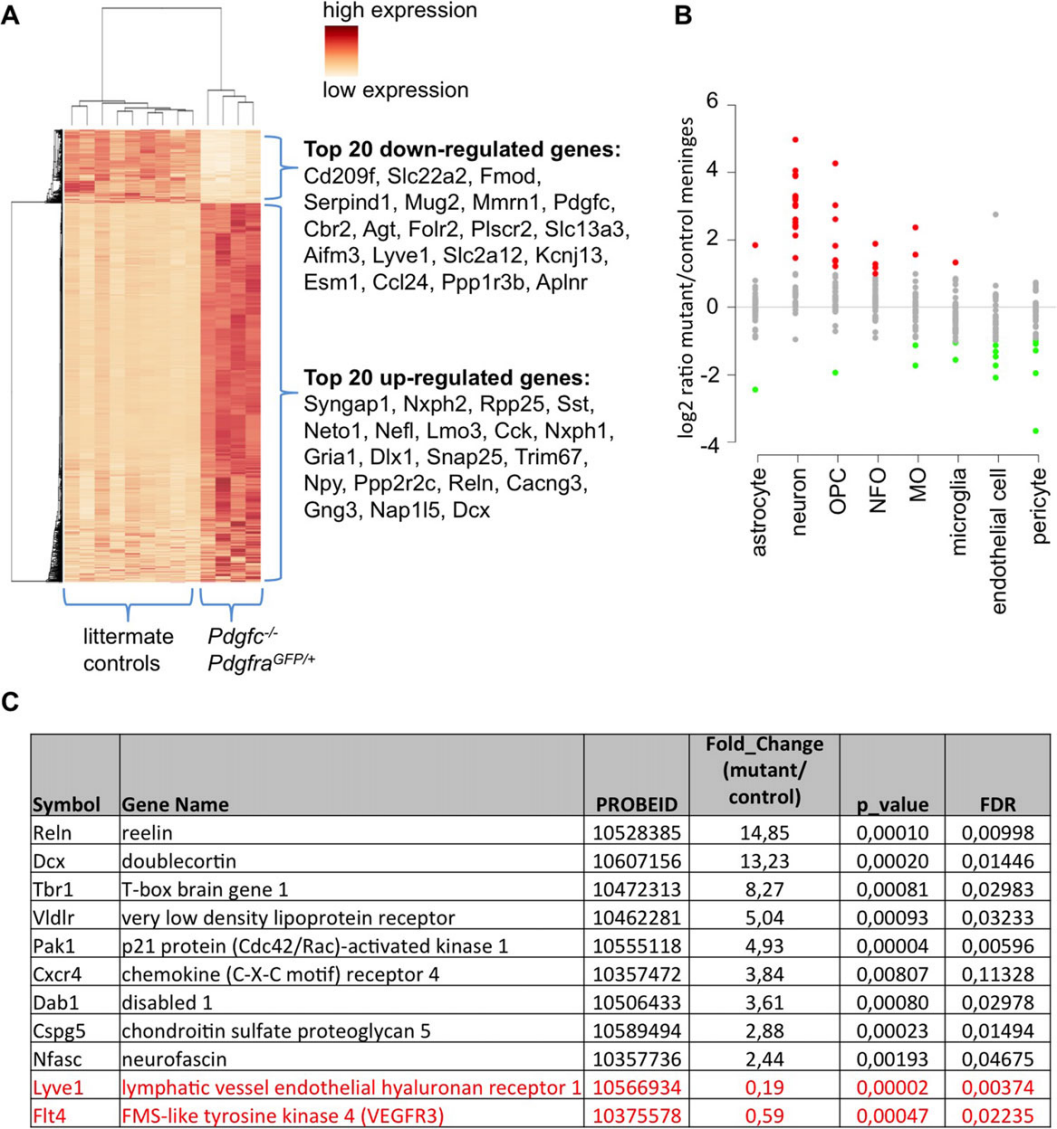
**Differentially expressed genes in cerebral meninges.** (A) Heat map showing the hierarchical clustering of differentially expressed genes in the meninges of *Pdgfc^−/−^; Pdgfra^GFP/+^* in comparison to littermate controls. Each row represents one gene and each column represents one animal. The expression levels are represented by color (dark color indicates high expression). The top 20 down- or upregulated genes are indicated to the right. (B) Gene expression changes in the top 40 cell-specific markers for eight different cell types, according to Zhang et al., (2014). Cell types are listed on the *x*-axis (OPC, oligodendrocyte precursor cell; NFO, newly formed oligodendrocyte; MO, myelinating oligodendrocyte). The *y*-axis represents the fold change (log_2_ scaled) between the mutants and the controls in meningeal samples. Each dot represents on gene (red, upregulated; green, downregulated; grey, no significant change). (C) Fold change, *P*-value and false discovery rate (FDR) of selected genes connected to neuron migration or lymphatic expression. Black genes are upregulated in mutant meninges; red genes are down regulated genes.

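Of the genes displayed as most downregulated, 19 of 20 fell, and of those displayed as most upregulated, 19 rose. Among the falling genes, Slc13a3, which encodes a dicarboxylate transporter, was 5.36-fold lower, the glucose transporter gene Slc2a12 4.67-fold, the potassium channel gene Kcnj13 4.87-fold and Agt, the gene of angiotensinogen, 4.94-fold. Mug2 had a log2 fold change of -0.17 (adjusted p = 0.729), at an intensity of 18.0 ± 9.85 (SD, n = 4) against 21.4 ± 5.81 (SD, n = 9). That value is of 1 of its 2 probe sets, and with their mean Mug2 was called as a fall (-0.51, adjusted p = 0.0156). The rising genes include Lmo3, a transcriptional cofactor gene (21.6-fold higher), Neto1, which encodes a partner of glutamate receptors (20.1-fold), Nxph1 (14.5-fold), Trim67 (14.3-fold) and Dlx1, a transcription factor gene of interneurons (14.0-fold). The study chose both lists on these arrays, so these counts are not independent evidence of direction. Kcnj13 lost its call with unequal variances (adjusted p = 0.0582).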

**Table 1.**
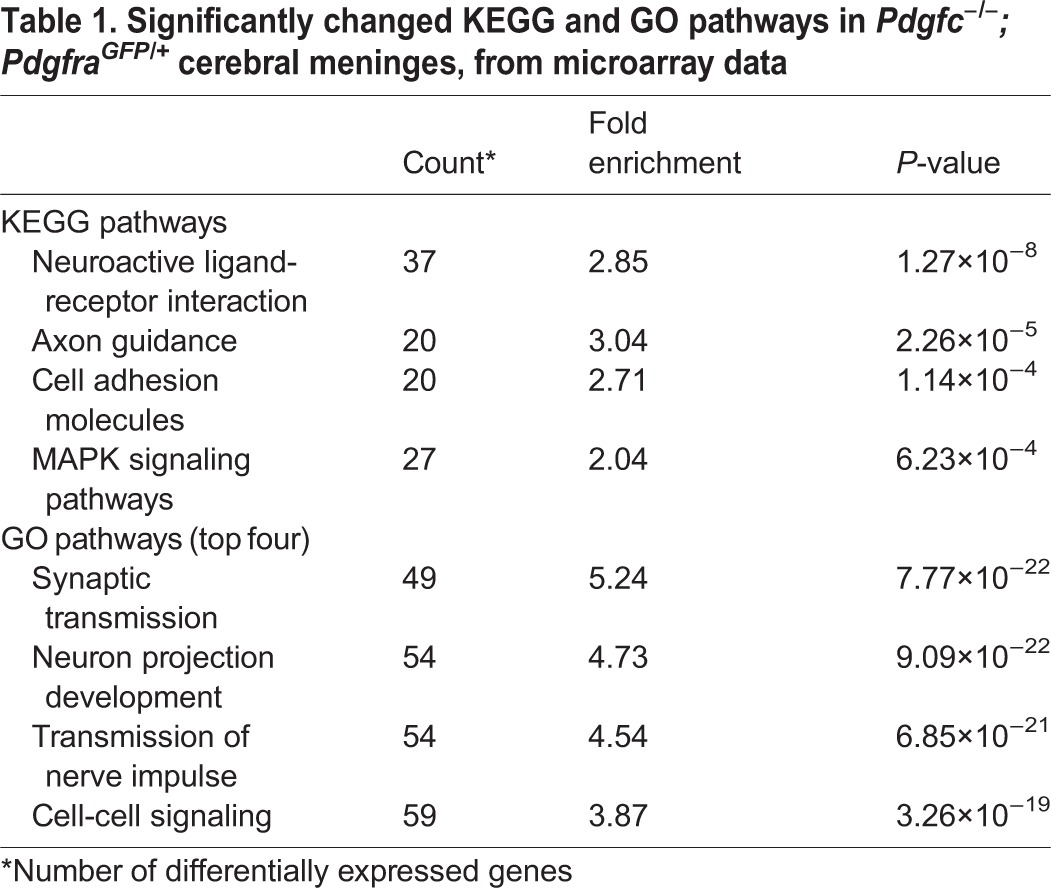
**Significantly changed KEGG and GO pathways in *Pdgfc^−/−^; Pdgfra^GFP/+^* cerebral meninges, from microarray data**

### Neuronal overmigration into compact meninges with discontinuous basement membrane coverage at the brain surface

Although recent data show that a small number of neural precursor cells reside within the meninges (Bifari et al., 2015, 2009), the meninges are normally devoid of mature nervous tissue. However, we hypothesized that the meninges from *Pdgfc^−/−^; Pdgfra^GFP/+^* mice could be contaminated with neurons as a result of neuronal overmigration from the brain parenchyma. Indeed, staining for neurofilaments provided overt signs of neuronal overmigration. Neurofilament-positive fibers stretched through the marginal zone into the meninges (Fig. 9A-D). A similar pattern was seen for NeuN-positive neuronal nuclei (Fig. 9G,H), indicating the translocation of entire neuronal cells into the meninges. Like the above-mentioned phenotypes, these signs of neuronal overmigration only appeared as focal lesions with variable locations; in most areas the NeuN-positive cell nuclei resided normally positioned within the cortical plate (Fig. 9E,F).

**Fig. 9.**
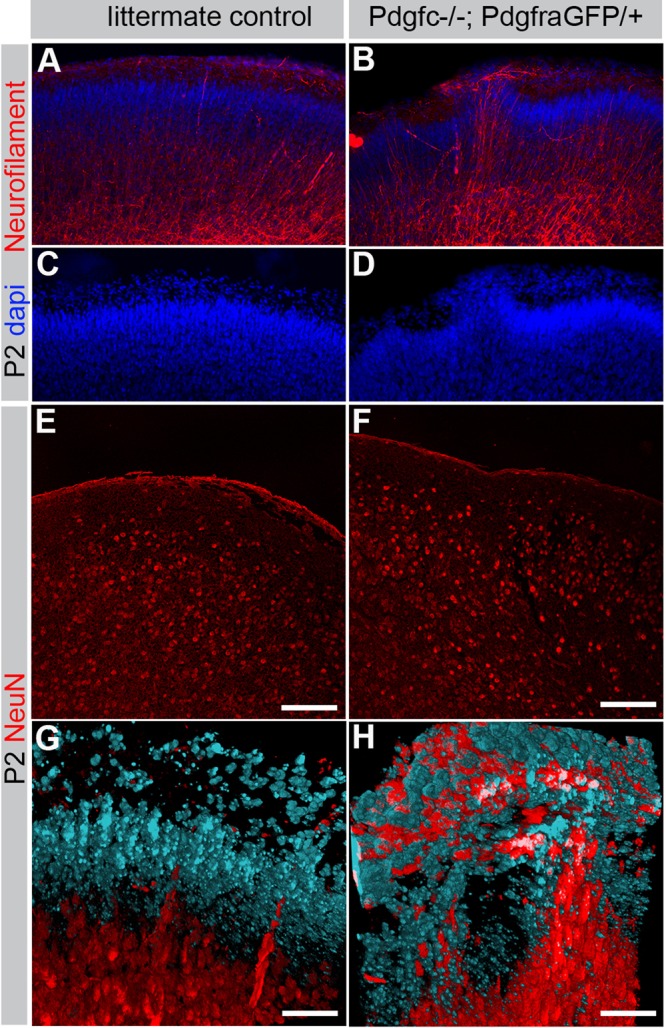
**Neuronal overmigration in P2 cerebral cortex.** (A,B) Immunofluorescent neurofilament staining (red) of coronal sections through the cerebral cortex visualizes neuronal overmigration in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. (C,D) Nuclear DAPI staining (blue) confirms displacement of the cortical cell layer in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. (E,F) Immunofluorescent staining of NeuN in coronal section without overmigration. (G,H) Maximum intensity projection of confocal *z*-stack visualizing cortical neurons with NeuN (red) and non-neuronal cells in the marginal zone with DAPI (blue). Scale bars: 100 µm in E,F; 50 µm in G,H.

Neuronal overmigration could explain both why *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges appeared more adhesive to the cerebrum and easily broke during dissection, as well as the observation of neuronal genes in the meninges. To further verify the neuronal overmigration, we performed transmission electron microscopy (TEM) analyses on meninges from *Pdgfc^−/−^; Pdgfra^GFP/+^* and *Pdgfc^+/−^; Pdgfra^GFP/+^* mice. We first made coronal vibratome sections from P1 and P3 brains with the skull still attached (Fig. 10A,B). In these preparations, we observed asymmetric enlargements of the lateral ventricles in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice, in agreement with a previously reported defect in *Pdgfc^−/−^* mice (Fredriksson et al., 2012). The vibratome sections were trimmed in order to allow ultrathin cross sections of the cerebral meninges. TEM analysis showed that control meninges (*Pdgfc^+/−^; Pdgfra^GFP/+^*) were regularly formed of loosely packed tissue and voluminous extracellular matrix (Fig. 10C). Several cell layers were visible and a distinct basement membrane bordered the brain surface (arrows in Fig. 10E). In marked contrast, meninges in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice were occasionally extremely thin and compact, with markedly reduced extracellular matrix volume (Fig. 10D). The most conspicuous specific abnormality of the *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges was an indistinct, and in some areas totally missing, basement membrane (Fig. 10F). In the latter regions neuronal tissue was observed extending from within the neuropil into the meningeal arachnoid layer (Fig. 10G-I). These observations were consistent with neuronal overmigration.

**Fig. 10.**
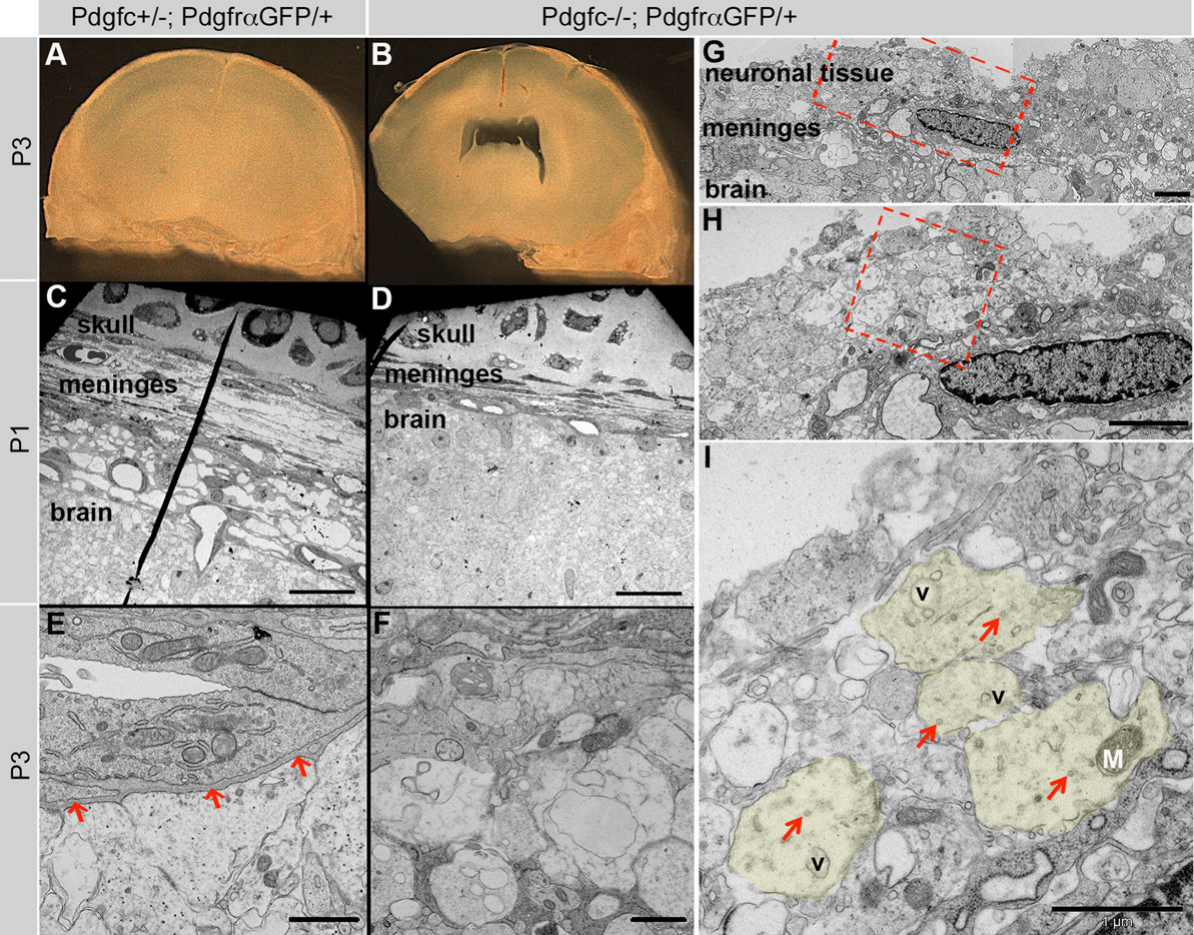
**Confirmation of neuronal overmigration in cerebral cortex.** (A,B) P3 vibratome sections prepared for TEM studies. The asymmetric lateral ventricles (seen in B) confirm data from Fredriksson et al. (2012). (C-I) Structural analysis with electron microscopy of cerebral meninges from *Pdgfc^−/−^; Pdgfra^GFP/+^*and *Pdgfc^+/−^; Pdgfra^GFP/+^* littermate control mice. (C) P1 cerebral meninges. (D) P1 mutant meninges are thin and condensed. (E) High magnification of the area of glia limitans and its basement membrane, in a P3 control mouse. Arrows indicate the basement membrane. (F) Area of glia limitans in a mutant P3 brain, no basement membrane is visible. (G) Neuronal tissue outside the meninges confirms neuronal overmigration in a mutant mouse. Red rectangle is magnified in H. (H) Neuropil outside the meninges. Red square is magnified in I. (I) High magnification of cross cut unmyelinated neurites (out of which some have been colored in light green). V marks vesicles, M marks a mitochondrion and arrows mark microtubule. Scale bars: 20 µm in C,D; 2 µm in E-H; 1 µm in I.

### Involvement of other *Pdgf* genes

*Pdgfc^−/−^* mice develop a mild form of spina bifida (Ding et al., 2004), but homozygous *Pdgfc* knockout alone was not sufficient to induce the severe form of spina bifida occulta associated with hemorrhage that we observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice (Fig. 1B). As an additional loss of one functional copy of the *Pdgfra* gene was also required to induce severe spina bifida occulta, we hypothesized that PDGF-C acts in concert with (an)other PDGF ligands in the formation of the vertebral arch. To identify this ligand, we generated *Pdgfc*^−/−^ mice that were also heterozygous for *Pdgfa, Pdgfb* or *Pdgfd*. The only genotype that resulted in a spina bifida occulta with hemorrhage was *Pdgfc^−/−^; Pdgfa^+/−^*, confirming recently published observations (Andrae et al., 2013). Neither *Pdgfc^−/−^; Pdgfb^+/−^* nor *Pdgfc^−/−^; Pdgfd^+/−^* showed any similar phenotype (Table 2). Tissue plasminogen activator (tPA) activates the latent PDGF-C protein *in vitro* (Fredriksson et al., 2004) and acts upstream of PDGF-C/PDGFRα in regulation of blood brain barrier integrity *in vivo* (Su et al., 2008). To investigate if loss of tPA would phenocopy loss of PDGF-C during vertebral formation, we generated *tPA*^−/−^; *Pdgfra^GFP/+^*. Also this combination failed to reproduce spina bifida, suggesting that other protease(s) than tPA can activate PDGF-C during mouse development.

**Table 2.**
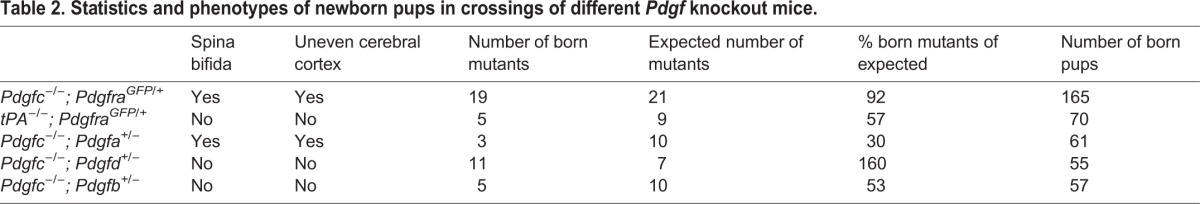
**Statistics and phenotypes of newborn pups in crossings of different *Pdgf* knockout mice.**

## DISCUSSION

### Study rationale

Analysis of *Pdgfc^−/−^* mice has already demonstrated that PDGF-C play roles in palate closure and the formation of CNS ventricles (Ding et al., 2004; Fredriksson et al., 2012). However, redundancy between PDGF-C and other PDGFs that signal via PDGFRα may hide other functions. We reasoned that the deletion of one copy of the *Pdgfra* gene, which alone has no known phenotypic consequences, could synergize with *Pdgfc* deficiency and unmask hitherto hidden functions. The *Pdgfra^GFP^* knock-in allele (Hamilton et al., 2003) is a null allele that expresses GFP from the endogenous *Pdgfra* promoter. Homozygous *Pdgfra^GFP/GFP^* mice are embryonically lethal like *Pdgfra^−/−^* mice (Soriano, 1997). We found that *Pdgfc^−/−^; Pdgfra^GFP/+^* mice develop multiple abnormalities, some of which confirmed previously reported phenotypes, whereas others were novel and surprising. Both PDGF-C and its receptor PDGFRα are broadly expressed in developing and adult mammals (Aase et al., 2002; Orr-Urtreger and Lonai, 1992). A complex and lethal phenotype was therefore expected, but the range of observed defects (e.g. in brain, spine, lung and vasculature) made it difficult to pinpoint a single cause of death. Phenotype severity and age of lethality was also variable despite a homogenous C57BL/6J background.

### Differential importance of PDGF-C and PDGF-A in vertebral, lung and oligodendrocyte development

Some of the phenotypes observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice confirm previous observations. One of them, spina bifida occulta, implies that the vertebral arches are not properly closed. Spina bifida is a common developmental defect in humans with numerous underlying causes, as well as a diverse range of consequences, depending on the severity (reviewed by Greene and Copp, 2009). Vertebral arches are normally formed from the axial mesoderm that migrates dorsally to cover the closed neural tube. In open spina bifida there is also a problem with the closure of the neural tube itself; as a result, the axial mesoderm cannot cover the unclosed area leading to defective formation of the vertebral arches. In this case, the neural tube is either left openly exposed or covered by meninges. Spina bifida occulta (hidden spina bifida) is a milder variant where the problem resides in the axial mesoderm itself. The vertebral arches form abnormally also in this case, but the lesion is covered with skin and sometimes undetectable in mice without invasive examination (i.e. dissection). Severe spina bifida occulta has previously been observed in *Pdgfra* null and signaling-deficient mouse mutants (Hamilton et al., 2003; Klinghoffer et al., 2002; Soriano, 1997) and in *Pdgfa; Pdgfc* double knockout mutants (Ding et al., 2004). Spina bifida occulta with variable severity and penetrance has also been observed in *Pdgfc^−/−^*, *Pdgfc^−/−^;Pdgfa*^Δex6/Δex6^, and *Pdgfc^−/−^;Pdgfa*^+/−^ mice (Andrae et al., 2013; Ding et al., 2004), but not in single *Pdgfa* knockouts. These results suggest that PDGF-C plays a critical role in vertebral development that is overlapping and partially redundant with PDGF-A. The severe and fully penetrant spina bifida occulta observed here in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice suggest that this overlapping function is mediated by PDGFRα.

Whereas PDGF-C seems to be the most important PDGFRα ligand in vertebral development, PDGF-A appears to be the most important PDGFRα ligand in lung development. A severe lung emphysema-like phenotype has been reported in *Pdgfa*^−/−^ mice (Boström et al., 1996; Lindahl et al., 1997) and a similar but milder lung phenotype was observed in *Pdgfa*^Δex6/−^*; Pdgfra^GFP/+^* mice (Andrae et al., 2013). The emphysema-like phenotype observed here in *Pdgfc^−/−^; Pdgfra^GFP/+^* and in *Pdgfc^−/−^* mice, shows that PDGF-C indeed plays a role in lung development, but PDGF-C is clearly less important in this organ compared to PDGF-A.

The numbers of PDGFRα-positive oligodendrocyte precursors in the spinal cord depend directly on the concentration of PDGF-A, and *Pdgfa*^−/−^ mice develop oligodendrocyte hypoplasia and hypomyelination (Andrae et al., 2013; Calver et al., 1998; Fruttiger et al., 1999). Loss of PDGFRα-positive oligodendrocyte progenitors has also been observed in *Pdgfra* null and signaling deficient mice (Calver et al., 1998; Fruttiger et al., 1999; Klinghoffer et al., 2002). PDGF-C is expressed in the developing CNS, and could therefore be partially redundant with PDGF-A in oligodendrocyte development. However, when we performed a quantitative analysis of *Pdgfra^GFP^* expressing cells in the E15.5 spinal cord of *Pdgfc^−/−^; Pdgfra^GFP/+^* and *Pdgfra^GFP/+^* embryos, there was no correlation between PDGF-C expression and the number of PDGFRα-positive cells (data not shown). These results suggest that PDGF-C plays no or only a minor role in oligodendrocyte development.

### Neuronal overmigration

*Pdgfc^−/−^; Pdgfra^GFP/+^* mice displayed neuronal overmigration, verified by immunofluorescent staining for neuronal markers, transmission electron microscopy and transcriptional profiling of meningeal tissues. 

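In the level of their neuronal transcripts the mutants lay apart from every control. The mean log2 intensity of the 20 pan-neuronal genes was 9.44 ± 0.11 (SD, n = 4) in mutants and 6.79 ± 0.44 (SD, n = 9) in controls. All 4 mutants lay above all 9 controls (two-sided exact permutation test of the list mean per mouse, p = 0.0014, the smallest that 4 mice against 9 allow, and adjusted p = 0.0037 over all 37 lists). Mutant 3, at 9.28, lay below the other mutants. The interneuron genes had means of 8.65 ± 0.19 (SD, n = 4) and 6.36 ± 0.39 (SD, n = 9) and the synaptic genes 8.26 ± 0.16 (SD, n = 4) and 6.29 ± 0.34 (SD, n = 9), again with no overlap between the groups. The paper states that the transcripts of the meninges, with the staining for neuronal markers and electron microscopy, verified that neurons had migrated beyond the brain surface in *Pdgfc-/-; Pdgfra GFP/+* mice.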

The results from the microarray analyses were highly consistent, showing multiple neuron-associated genes being upregulated in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges. Recent publications have suggested that meninges harbor a set of neural precursor cells (Bifari et al., 2009, 2015), expressing, for example, doublecortin (*Dcx*). 

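Dcx, which encodes a microtubule protein of young neurons, had an intensity of 2191 ± 257 (SD, n = 4) in mutant meninges against 166 ± 127 (SD, n = 9) in control meninges, a log2 fold change of 3.87 (standard error 0.38, adjusted p = 2.20e-07). The fold was 14.6 and rose to 26.5 with the Xist level as a covariate. Tubb3, the gene of the neuronal tubulin stained as Tuj1, was at 1552 ± 194 (SD, n = 4) against 170.3 ± 131 (SD, n = 9), a log2 fold change of 3.37 (standard error 0.41, adjusted p = 3.91e-06). Rbfox3, which encodes the nuclear antigen NeuN of mature neurons, was 2.45-fold higher. Of 11 genes of cortical progenitors 2 rose and none fell (2 when adjusted over the list alone; 5 rose and none fell at an unadjusted p under 0.05, and none fell by tests with equal or unequal variances), with a median of 0.32, which ranged from 0.22 centred on the array median to 0.69 centred on reference genes. They were the transcription factor genes Sox2 (3.99-fold higher) and Emx2 (1.57-fold). Pax6, which marks the dividing cells of the ventricular zone, had a log2 fold change of 0.38 (adjusted p = 0.101) and Fabp7, a gene of radial glia, 0.45 (adjusted p = 0.129). The progenitor list had an adjusted p of 0.00867 with camera (adjusted p = 0.322 with an estimated correlation). Emx2 lost its call without mutant 4 (adjusted p = 0.0510), with unequal variances (0.275), with the replicate number as a block (0.0629) and with the Xist level as a covariate (0.189, at 0.51 against 0.65). Fabp7 was called as a rise with array weights (0.69, adjusted p = 0.00387), after quantile normalization (0.0294), centred on reference (0.00209) or fibroblast genes (0.00446) and without the 4 arrays of lowest median intensity (0.63, 0.00842). Pax6 was called as a rise with array weights (0.0378) and under both centrings (0.00398 and 0.00227).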

*Dcx* was upregulated also in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges, which may suggest an increase in neural precursor cells, but the upregulated genes in the *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges included multiple genes normally expressed by mature neurons, such as Tubb3 (Tuj1), which is not expressed by meningeal neural precursor cells (Bifari et al., 2015).

Based on the pattern of expression of PDGF-C and PDGFRα in the developing brain and associated meninges, we suggest that PDGF-C, expressed by neurons in the neocortex, signal to PDGFRα-positive cells in the meninges (Fig. 11). The abnormalities and regional loss of basement membrane integrity at the brain surface offers a plausible explanation for the observed neuronal overmigration in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice. Previous work demonstrates that changes in meningeal gene expression patterns may result in brain abnormalities. Neuronal migration and interaction with the meninges are important for correct cerebral cortex development, and different signaling pathways are involved. Defective CXCL12/CXCR4 signaling (Borrell and Marín, 2006) and hypomorphic *Foxc1* (Zarbalis et al., 2012) generate defective forebrain meningeal formation, which, in turn, impairs tangential migration of cortical interneurons and Cajal Retzius cells. The *Pdgfc^−/−^; Pdgfra^GFP/+^* mice and *Foxc1* hypomorphic mice (Zarbalis et al., 2007) share phenotypic abnormalities, including defective meninges and neuronal overmigration. The major cortical dysplasias in *Foxc1* mice develop the first week after birth, which could not be studied in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice because the most severe cases died perinatally. Interestingly, *Pdgfra* signaling was recently placed downstream of *Foxc1* in zebrafish development (French et al., 2014).

**Fig. 11.**
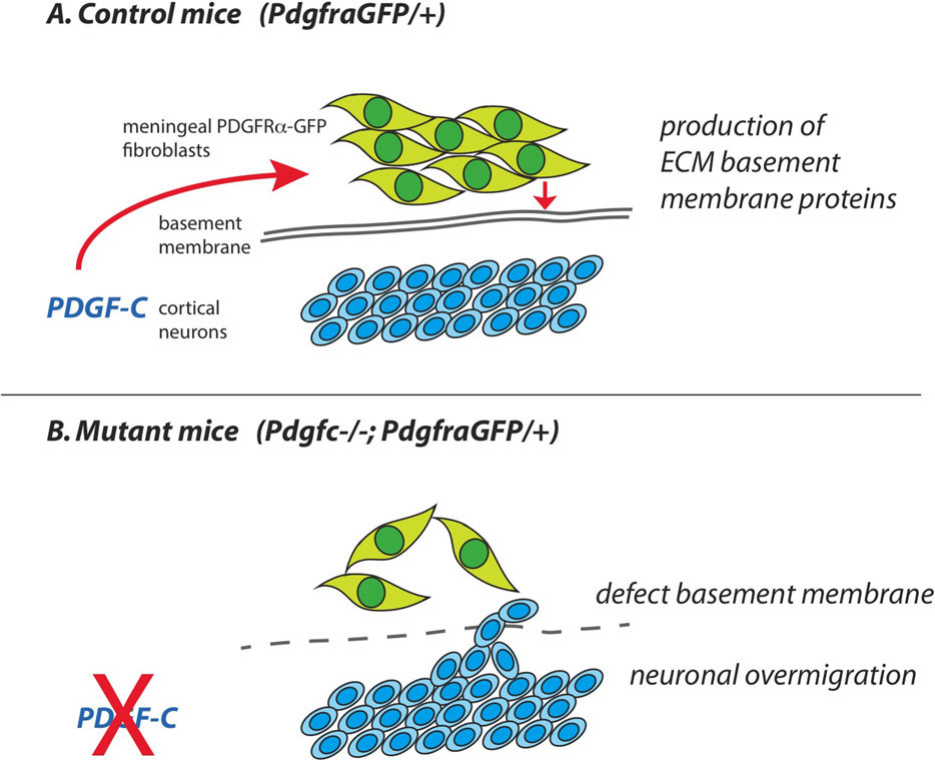
**Suggested model.** (A) Based on data in this paper we suggest that PDGF-C expressed by neurons in the cerebral cortex is needed for proper organization of PDGFRα-positive meningeal fibroblasts, production of extracellular matrix proteins (ECM) and formation of the glial basement membrane. (B) Without PDGF-C, the arrangement of meningeal cells and ECM is irregular, no proper basement membrane is formed and cortical neurons can migrated out of the brain.

### A primary defect in the meninges

During CNS development, PDGFRα expression is mainly restricted to glial cells, starting at E12.5 in oligodendrocyte precursors in the ventral spinal cord (Pringle and Richardson, 1993). There are also reports on PDGFRα expression in early neuroepithelial cells and postnatal cerebellar neurons (Andrae et al., 2001; Nait Oumesmar et al., 1997). In the meninges surrounding the brain, we found that PDGFRα expression was abundant at all analyzed stages. The exact identity of the PDGFRα-positive cells in meninges is not known. Generally, PDGFRα expression in different organs is localized to fibroblasts and other types of mesenchymal cells. Here, we confirm PDGFRα expression in meningeal cells that were not vascular-associated, but likely of mesenchymal origin. Yet, additional analyses are needed to assign the PDGFRα-positive cells to any (or several) specific cell type or category. The structural and cellular composition of the murine meninges is not well elucidated. Most histological analyses on meninges have been done on human material. Grossly, three different layers make up the meninges: (1) the innermost pia mater, a fibrous layer of flat cells separated from the brain by a basement membrane, (2) the arachnoid, a collagen-rich layer that partly forms a trabecular network containing blood vessels and (3) the outermost dura mater, a harder layer of thick connective tissue attached to the skull (Haines et al., 1993). The pia, arachnoid and the intervening sub-arachnoid space containing blood vessels are often referred to as the leptomeninges. Meninges form early in development, in mice already at E9-10 (reviewed by Siegenthaler and Pleasure, 2011).

It is becoming increasingly evident that the meninges and their basement membranes play a crucial role in the patterning of the CNS. Work by Sievers and colleagues suggest that an impaired meningeal layer affects cerebellar foliation (Sievers et al., 1981). Further work suggested that fibroblast-like meningeal cells deposit extracellular matrix proteins involved in the formation of the glia limitans (Sievers et al., 1994). Additional reports describe molecules and signaling pathways that influence formation of the meningeal basement membrane, the disturbance of which negatively influences both cerebellar and cerebral patterning. For example, mice lacking β1 integrin in neuronal- and glial precursor cells die prematurely with defective basement membrane and glial end-feet formation, irregular cerebral cortical lamination, neuronal overmigration, smaller cerebellar folia and distorted laminar organization (Graus-Porta et al., 2001). This study suggested that the neuron/glia interaction with the meningeal basement membrane is needed for maintenance/remodeling of ECM deposited by meningeal cells. Complete ablation of α6 integrin results in meningeal basement membrane gaps, leading to cortical lamination defects in the developing cerebral cortex (Georges-Labouesse et al., 1998). These data were not reproduced by tissue specific deletion of a6 integrin in neuronal and glial precursor cells, however, suggesting a primary defect in the meninges (Marchetti et al., 2013). A6β1 integrin is a receptor for the adhesion molecule laminin, which is also important for cerebellar development by affecting the meningeal basement membrane.

Intrinsic meningeal defects may also explain the vascular abnormalities observed in *Pdgfc^−/−^; Pdgfra^GFP/+^* mice, with superficial as well as intracranial bleedings. Although PDGFRα-positive meningeal cells were not identified as endothelial or mural cells, the meningeal vessels in mutants were uneven and irregular, and the expression of vascular-associated genes was reduced in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges. These results confirm and extend previously described effects of PDGF-C on vascular development and revascularization (Fredriksson et al., 2012; Moriya et al., 2014). Recently, lymphatics were identified in murine meninges (Aspelund et al., 2015; Louveau et al., 2015). We found that both Lyve1 and VEGFR3 were downregulated in *Pdgfc^−/−^; Pdgfra^GFP/+^* meninges possibly implicating that meningeal lymphatics may be disturbed in these mice. This issue will need further investigation.

The structure and formation of the murine meninges is a relatively unexplored area, and there are many interesting paths to elucidate further. Here, we show that signaling of PDGF-C is necessary to form an intact meningeal layer around the mouse cerebrum, and we propose that this leads to secondary developmental brain defects. What kind of cells that express PDGFRα, their cooperation with other cells and contribution to the extra cellular matrix to meningeal basement membrane assembly are questions that warrant further study.

## MATERIALS AND METHODS

### Mouse strains

All mice were bred according to Swedish animal welfare legislation. The National ethical committee approved the project. Mouse strains in use: *Pdgfa* knockout (Boström et al., 1996); *Pdgfa^ex4COIN−INV-lacZ^* (Andrae et al., 2014)*; Pdgfb* knockout (Lindahl et al., 1997); *Pdgfc* knockout (Ding et al., 2004); *Pdgfd* knockout (H. Gladh et al., Karolinska Institutet, Sweden, unpublished); *Pdgfra^GFP^* (Hamilton et al., 2003); *tPA* knockout (Carmeliet et al., 1994). All mice (except *Pdgfd*) were backcrossed to C57BL/6J for at least ten generations. Genotyping was according to earlier publications. Primers for *Pdgfd* PCR were 5′-GAATCCACGTCAACCTGTTG-3′, 5′-CGCACAGGAGAATGGAGACT-3′ and 5′-GTCTGTCCTAGCTTCCTCACTG-3′.

### Tissue processing

Embryos and newborn mice were sacrificed by decapitation. Dissected organs were washed in PBS and fixed in 4% paraformaldehyde (PFA) at +4°C overnight. Mice older than one week were perfused through the heart with Hanks' balanced salt solution (HBSS) and 4% PFA before dissection, and postfixation overnight. Fixed organs were either; dehydrated and embedded in paraffin, vibratome sectioned, or soaked in 30% sucrose and embedded in OCT for cryosectioning. Spines for skeletal preparation were fixed in 95% EtOH. Meninges (for histological analyses) were peeled off from the dorsal, cerebral hemispheres of fixed and stained brains.

### Skeletal preparations, X-gal and immunofluorescence staining

Skeletal preparations of cartilage and bone were stained with Alizarin Red and Alcian Blue, (according to protocol in Behringer et al., 2014). X-gal staining on freely dissected whole brains has been described before (Andrae et al., 2014). Paraffin-embedded tissue was used to obtain a good morphology of X-gal stained tissues. Sections of 7 µm were counterstained with Nuclear Fast Red (N3020, Sigma Aldrich). For immunofluorescence staining, vibratome or cryosections were used, to better preserve the GFP expression. Sections were blocked in 1% BSA/0.5% Triton X-100 in PBS at +4°C overnight, incubated with a primary antibody (1:100) in 0.5% BSA/0.25% Triton X-100 in PBS at +4°C overnight, washed in PBS, incubated with a secondary antibody at +4°C overnight, washed in PBS and mounted in ProLongGold with DAPI (Invitrogen). Antibodies: rabbit-anti-mouse-collagen IV (AbD Serotec, 2150-1470); rat-anti-mouse-CD31 (Pharmingen, 553370); rabbit-anti-fibronectin (Sigma, F3648); rabbit-anti-laminin α1 (#317, kind gift from Prof. Lydia Sorokin, Münster, Germany); mouse-anti-NeuN (Chemicon, Mab377).

### Gene expression profiling by microarray

Cerebral meninges covering the brains of newborn pups were freely dissected and stored in RNAlater^®^ (Ambion). RNA was isolated using RNeasy micro kit (Qiagen) and quality checked in a 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). The Bioinformatics and Expression analysis core facility, Karolinska Institute, Sweden (http://apt.bea.ki.se) performed transcription profiling with Gene Chip Mouse Gene 1.0ST array. Affymetrix raw data was normalized using PLIER algorithms (Affymetrix Technical Note, Guide to Probe Logarithmic Intensity Error Estimation, http://affymetrix.com/support/technical/technotesmain.affx). We compared *Pdgfc^−/−^; Pdgfra^GFP/+^* mice with a control group consisting of all other littermates (*Pdgfc^+/+^, Pdgfc^+/−^, Pdgfc^−/−^, Pdgfc^+/+^; Pdgfra^GFP/+^* and *Pdgfc^+/−^; Pdgfra^GFP/+^*). One litter was used, including four mutants and nine controls. To select significantly differentially expressed genes in mutant mice we set the cut-off for expression fold change >2-fold and *t*-test *P*-value <0.05. The entire microarray data set has been deposited in the NCBI Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/, accession number GSE67644).

### Electron microscopy

P1 and P3 pups were anaesthetized and perfused through the heart with HBSS and EM-fix (2% paraformaldehyde, 2.5% glutaraldehyde, 0.02% sodium azide in PBS). The heads were cut off, the lower jaw and all skin removed, and the brains (still inside the skull) were postfixed in EM-fix overnight at +4°C. Coronal vibratome sections (100 µm) were cut through cerebrum and skull bone, to obtain intact meninges. Photographs of mutant brain slices were analyzed to identify areas of irregular meninges, which were used for the TEM analyses. Corresponding areas in non-mutant brains served as controls. Slices of brains with coverings were post-fixed for 2 h with 1% osmium tetroxide +1% potassium hexacyano-ferrate in 0.1 M sodium cacodylate buffer, pH 7.2. After *en bloc* contrasting with 0.5% uranyl acetate in water for 1 h specimens were dehydrated in ethanol to acetone and were infiltrated with epoxy resin (Agar 100, London Resins Co.). They were flat embedded between Aclar films and cured by heat. The previously selected surface regions were cut in a Leica Ultracut UC6 ultramicrotome (Leica Microsystems, Vienna, Austria) fitted with diamond knives at a section thickness setting of 50-60 nm. Sections collected on copper grids were counterstained with uranyl acetate and lead citrate before examination in a LEO 912AB transmission electron microscope. Digital image files were obtained with a Veleta 2×2 k CCD camera (Olympus-Soft Imaging Solutions, Münster, Germany) under the iTEM software (Olympus-SiS).

### Quantification of lung alveolar density

Paraffin sections of lungs from 5+5 *Pdgfc^−/−^; Pdgfra^GFP/+^* and *Pdgfra^GFP/+^* littermate controls (P15-P19), and from 7+7 *Pdgfc^−/−^* and *Pdgfc^+/+^* littermate controls (P19-P24) were counter stained with hematoxylin/eosin. Bright field images from three different areas of each lung were taken in a Nikon Eclipse E800 microscope at 20× magnification. For each lung, the areas with most sparse alveolar network were chosen. The number of open areas and their perimeter was quantified using the NIS-Elements BR2.3 program. Statistics were calculated with a paired Student's *t*-test.

### Quantification of measurements in brain

Measurements were taken from whole mount photos of dissected, fixed brains from 9 *Pdgfc^−/−^; Pdgfra^GFP/+^* and 14 littermate controls. The interhemispheric fissure (IHF) was defined as the midline distance where the two cerebral hemispheres were in contact with each other. To generate the angle (α) we drew a line from the frontal end of the IHF to the most lateral point of the brain. Statistics were calculated with an un-paired *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

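RNA from the cerebral meninges of newborn mice of 1 litter was hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 1 mouse per array: 4 *Pdgfc-/-; Pdgfra GFP/+* mutants and 9 littermate controls. The paper's methods name PLIER as the step from raw data to values; the version, the background step and any scaling between arrays are not named in its text. The values of 35557 probe sets have array medians under 100 and reach far above them, so they were read as intensities on a linear scale and, since the medians differ, as not normalized to 1 distribution. They were used as log2(intensity + 16), so the fold of a transcript whose intensity in 1 group lies near or under 16 is smaller than its ratio of intensities. No step was applied to raw data, and arrays have no read depth: the number of arrays limits the precision.

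Probe sets were named with the table of the platform: 21789 carry 1 gene symbol, 1621 carry several and 12147 are not listed. Of those with 1 symbol, 21698 were matched to the gene names of the mouse annotation, which changed 0 symbols. The tested genes are those with a probe set of 1 symbol, represented by the probe set with the highest mean over all arrays where a gene has several (999 genes), and Pak1, whose probe set is not in the table and was named from Fig. 8C, which gives 19939 genes. No genome coordinates were used.

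Mutants were compared with controls with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the tested genes. A gene rose or fell at an adjusted p under 0.05, and was counted as higher or lower where its fold also exceeded 2, the fold of the paper's methods. On simulated data of the same size, 28% of changes of 0.5 (log2), 88% of changes of 1 and 100% of changes of 2 were recovered, with 8 false calls among 19739 unchanged genes. Only 200 genes were changed there. These rates need not hold for the real arrays, which differ in brightness. Of 100 splits of the real mice, 3, the real 1 included, had at least 2969 genes past the adjusted p. The highest other split had 8567. Principal components and average-linkage clustering (1 - Pearson correlation) used all tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

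Apart from the additions named below, the tests, alternatives, rule for named genes and 37 gene lists were set before the data were examined. The directions of the genes in Fig. 8 had been seen by then. Named genes are those the study names for the arrays or stains in the meninges, the PDGF family, the 10 largest rises and 10 largest falls among genes higher or lower without overlap between the groups, and up to 4 members of each list with the smallest adjusted p, or all members of a list of 10 or fewer. The lists were written by hand and cover pan-neuronal, cortical projection neuron, Cajal-Retzius, interneuron, progenitor, astrocyte, oligodendrocyte precursor, oligodendrocyte, microglia, border macrophage, endothelial, blood-brain barrier, mural, lymphatic (whole, and without macrophage or fibroblast genes), meningeal fibroblast, arachnoid, dura and skull, basement membrane, interstitial matrix, choroid plexus, erythroid, skeletal muscle, hypoxia, interferon and inflammation, cell cycle, retinoic acid, PDGF family, migration (genes of Fig. 8C, and others), the pathways of Table 1, reference and sex-linked genes. The shift of 36 lists was tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists, and with an estimated correlation, fry and an exact permutation of the list mean per mouse (all 37 lists) as alternatives. The lists of Table 1 pathways were also tested for enrichment among the higher genes (one-sided Fisher's exact test, background all tested genes). For Pdgfc and Pdgfra an exact permutation test over all 715 splits was run on the mice.

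The alternatives were the test of the paper's methods, tests with unequal variances, array quality weights, an intensity trend with robust variances, quantile normalization, centring on the array median, on reference genes or on meningeal fibroblast genes, other constants in place of 16 (1 and 32), leaving out the dimmest 25% or 50% of genes, all probe sets, the mean of a gene's probe sets, the Xist level as a covariate, the replicate number as a block and leaving out each mouse. Added after the data were seen were a run without the 4 arrays of lowest median intensity and a test with unequal variances on linear intensities. So were the tests of surface cortex and of the whole lymphatic list against fibroblast genes. The comparison of splits of the mice with array brightness was added then too. The 4 mutants share replicate numbers with controls, but the mice of 1 number were not more alike (correlations of -0.34, 0.16, 0.31 and -0.09 after the group means were removed), so the numbers were not read as pairs. Controls 5 to 9 share a number with no mutant, so the group difference of the block run rests on the mutants and controls 1 to 4. A call lost in that run therefore says little about the comparison with all 9 controls.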

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

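The genes searched here, though not the lists, were settled after values had been seen, and among the tests below those of surface cortex and of the whole lymphatic list against fibroblast genes were chosen after the result was seen.

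A mouse lay far from the rest of its group for 20 of the 416 groups searched (4.81%, where chance gives 5%). Mutant 4 stood above the other mutants for Lyve1 (log2 intensity 9.37), Slc13a3 (8.14), Slc2a1 (10.96), Prox1 (6.65), Col4a1 (10.52) and Cd163 (9.27) and for the mean of the astrocyte (8.78), blood-brain barrier (9.42) and lymphatic (7.87) lists. Mutant 1 stood apart for Foxc2 (9.05) and Wnt6 (6.78), and mutant 3 for Dab1 (7.95) and the pan-neuronal list (9.28). Among the controls, control 2 stood apart for Pdgfc (4.45), control 1 for Slc2a12 (9.54), control 9 for Pou3f3 (6.82), control 4 for Lhx5 (5.54), control 6 for Pax6 (5.87) and control 7 for Slc1a3 (10.18) and Slc22a6 (10.77).

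Some genes that the study does not discuss rose in mutant meninges. The Y-linked Eif2s3y, Kdm5d and Uty had log2 fold changes of 3.10, 1.71 and 2.33, which follow the sex of the pups. Eif2s3y was at an intensity of 359 to 556 in the mutants and 408 to 515 in controls 1, 5 and 8. In the other controls it was at 1.64 to 3.76. The collagen genes Col1a1 and Col3a1 were at 0.50 and 0.53, the laminin gene Lama2 at 0.48, Clic6 at 1.34, the chemokine gene Ccl3 at 1.31, the retinol genes Stra6 and Rdh10 at 0.85 and 0.61, and the microglial gene Tmem119 at 0.46.

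The vascular and lymphatic falls and the rise of neuronal genes are the patterns weighed. For the neuronal genes, cortex of full thickness carried along at dissection predicts that progenitor genes rise too: their median log2 fold change was 0.32 (95% bootstrap interval 0.06 to 0.45), above 0 as that explanation needs, though far below the pan-neuronal median of 2.95 (2.14 to 3.34). Centred on the array median the progenitor median was 0.22, under the 0.25 set beforehand as the bound against that explanation, and it was 0.25 after quantile normalization, 0.69 centred on reference genes and 0.59 on fibroblast genes, so the test does not settle it. Fabp7 of that list, at 2448 ± 548 (SD, n = 4) in mutants and 1798 ± 449 (SD, n = 9) in controls, was not called (log2 fold change 0.45, adjusted p = 0.129), but was called as a rise under 5 of the alternatives. Adhering surface cortex predicts a rise of Cajal-Retzius genes, whose median was 0.48 (0.13 to 0.97), but neurons lying within the meninges predict the same, so these cannot be told apart by the arrays. The paper's explanation, neurons that migrated into the meninges, stays open, as does carried-along cortex, since the paper describes the mutant meninges as harder to detach.

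For the vascular genes, dilution of meningeal RNA by brain RNA predicts that fibroblast genes fall at least as far as endothelial genes. The fibroblast median lay above the endothelial median by 0.50 (0.02 to 0.73, bootstrap over genes), against that prediction by a narrow margin. The interval does not cover the spread between mice, and of the 17 fibroblast genes 5 fell and 3 rose. Arachnoid and border macrophage genes had medians of -1.05 and -1.60, below the endothelial median of -0.79. Dilution alone would lower all genes found only in the meninges alike. The fibroblast median was -0.29 (-0.56 to -0.06), and macrophage genes without Lyve1 had a median of -1.54 (-1.97 to -0.79). These unequal falls argue against dilution as the only cause of the falls across these lists. A part of the endothelial fall through dilution stays open. A lower share of endothelial cells and a lower level per cell stay open too, and neither of these was tested.

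For the lymphatic genes, dilution predicts a fall no larger than that of fibroblast genes. The mean of Lyve1 and Flt4 was -1.52 (-1.77 to -1.27) against a lower bound of -0.56 for the fibroblast median, but the study picked these 2 genes on these arrays, and over the whole lymphatic list the median lay below that of fibroblast genes by an amount whose interval includes 0 (difference -0.28, -1.87 to 0.30), so dilution stays open. Fewer border macrophages, which express Lyve1, would leave the genes that macrophages lack in place; their median was -0.63 (-2.43 to 0.63) over 4 genes, too few to decide, while macrophage genes without Lyve1 had a median of -1.54 (-1.97 to -0.79). Whether lymphatic vessels, macrophages or both account for the fall of Lyve1 therefore stays open.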

How the results depend on the processing

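The run without the 4 arrays of lowest median intensity and the test on linear intensities were chosen after seeing the data. Higher and lower genes stayed within 1.5 times their main counts except that with each array centred on reference genes 1182 were higher and 61 lower, centred on meningeal fibroblast genes 1003 and 73, without the dimmest 50% of genes 341 were higher, since fewer genes were tested, and with all probe sets 984, since more were tested. With the Xist level as a covariate 694 genes were higher, 636 of them among the 654. Of the higher genes 3, and of the lower genes 1, changed sign with the Xist covariate and none under the other settings. Leaving out each mouse gave 613 to 742 higher and 131 to 226 lower genes. The number past the adjusted p alone was 2901 with equal variances, against 2969, and moved most to 1540 with unequal variances, 6288 after quantile normalization, 4675 centred on the array median, 7201 on reference genes, 6245 on fibroblast genes, 1751 with the Xist covariate and 1831 with the replicate number as a block (2273 to 3014 leaving out each mouse). A t-test with equal variances on the log2 values gave 813 genes and the linear test 995. Both count genes by the unadjusted p and 2-fold minimum of the paper's methods and so are not of the same kind. The paper names neither the scale nor the variances of its t-test. Where the construction does not show it, the cause was not tested.

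With an estimated correlation 0 of 36 lists passed camera, against 24 with the preset correlation. Tests of a list against no change passed 24 lists with fry and 26 with the exact permutation of the list mean. With the estimated correlation the adjusted p was 0.0731 for the pan-neuronal, synaptic and border macrophage lists, 0.0873 for interneuron, 0.181 for projection neuron, 0.268 for Cajal-Retzius, lymphatic, neuroactive receptor, cell adhesion and MAPK, 0.291 for other migration genes, 0.322 for endothelial, 0.373 for axon guidance and 0.469 for oligodendrocyte precursor genes. The precursor list also lost its call with array weights (0.0729), centred on reference genes (0.344) or fibroblast genes (0.249), without the dimmest 25% (0.127) or 50% (0.593) of genes and without mutant 1 (0.0504, range 0.00760 to 0.0504 leaving out each mouse). It had 0.0548 with fry, which tests a list against no change, and passed in the exact permutation of the list mean (0.0441 over all 37 lists). The neuroactive receptor list lost its call without the dimmest 50% (0.0668). All 5 pathway lists stayed enriched among the higher genes in every run that tested them, and the 4 mutants formed a branch of their own in each clustering. Of single named genes, Nrp2 turned to 0.32 when centred on reference genes and was called as a rise there (adjusted p = 0.0177). Eif2s3y, Kdm5d and Uty turned to -0.21, -0.077 and -0.31 with the Xist covariate. Centring on reference genes moves all genes up alike, so small falls without a call, such as those of Pecam1, Fn1 and Foxc1, turned positive too. Dim transcripts are limited by signal over background.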

Differences from the paper's values

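The folds and p values printed in Fig. 8C for 11 genes match those computed here as the ratio of mean linear intensities (11 of 11 at 2 digits) with a test of unequal variances on linear intensities (11 of 11), a scale chosen after seeing the values. Under the alternatives some folds moved away from those of Fig. 8C, read by eye. With the Xist level as a covariate the fold of Dcx (about 13 in Fig. 8C) was 26.5 and that of Reln (about 15) was 18.8. Tbr1 (about 8.3) was at 5.57 with a constant of 32, and Flt4 (about 0.59) at 0.86 centred on reference genes.

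The paper states that pericyte markers were downregulated. Of 14 mural genes listed here 0 fell and 0 rose with limma and by tests with equal or unequal variances (2 fell and 1 rose at an unadjusted p under 0.05), with a median log2 fold change of -0.16. Of 15 endothelial genes, which it names with them, 9 fell. Under other settings Myh11 fell with array weights (adjusted p = 0.0128), after quantile normalization (0.0104) and centred on the array median (0.0139), and Ndufa4l2 after the latter 2 (0.0251 and 0.0352), while Pdgfrb and Abcc9 rose when centred on reference genes (0.00184 and 0.00173) or fibroblast genes (0.00401 and 0.00526), and Abcc9 without control 2 (0.0452).

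The paper states that markers of oligodendrocytes at different stages were among the upregulated genes. Of 14 precursor genes 4 rose and 1 fell, and of 14 oligodendrocyte genes 1 rose and 2 fell. The precursor gene that fell was Pdgfra, of which every mutant lacks 1 functional copy. Its fall therefore cannot be read as a change of precursor cells. The lists compared are not those of the paper, whose cell type database was not at hand.

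In Fig. 8A Mug2 is among the most downregulated genes. Its log2 fold change was -0.17 (adjusted p = 0.729), and it passed with the mean of a gene's probe sets (-0.51, adjusted p = 0.0156). The other 19 genes of that list fell. Ranked by ratio of mean intensities, 19 of its 20 genes are among the 20 lowest and Xist, which the figure does not list, is the lowest.

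The paper describes lymphatic markers as decreased. Of 8 such genes 5 fell, Lyve1 and Flt4 among them, and Prox1 rose (0.63, adjusted p = 0.00563). The arrays do not show which cells gave the rise of Prox1. Flt4, which Fig. 8C lists, had a log2 fold change of -0.59, under the 2-fold minimum of the paper's methods.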

Other observations

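In this part the comparison of splits of the mice with array brightness was chosen after the result was seen. Beside the genes the study names, markers of the arachnoid barrier fell. Of 10 arachnoid genes 7 fell and none rose (9 and 0 when adjusted over the list alone; none rose at an unadjusted p under 0.05 or by tests with equal or unequal variances, the latter of which had 4 falls), with a median log2 fold change of -1.05, which was -0.67 centred on reference genes and -0.77 on fibroblast genes (adjusted p = 4.67e-11 with camera, 0.0737 with an estimated correlation). The organic anion transporter genes Slc22a6 and Slc22a8 were 3.89-fold and 2.67-fold lower, Ptgds, which encodes prostaglandin D synthase, 2.76-fold and Wnt6 2.33-fold. Ptgds lost its call with unequal variances (adjusted p = 0.0855). Meningeal fibroblast genes went both ways: of 17, 5 fell and 3 rose (8 and 3 when adjusted over the list alone, 1 and 0 with unequal variances), with a median of -0.29 that turned to 0.08 when centred on reference genes (adjusted p = 0.00429, 0.465 with an estimated correlation). Crabp2, which binds retinoic acid, and the GABA transporter gene Slc6a13 were 2.38-fold and 2.11-fold lower, and Igf2 1.73-fold. Slc6a13 and Igf2 lost their calls with unequal variances (adjusted p = 0.149 and 0.0509). Foxc1, a transcription factor gene of the meninges, and the chemokine gene Cxcl12 had log2 fold changes of -0.16 (adjusted p = 0.592) and -0.37 (adjusted p = 0.110, and 0.0366 without mutant 4). Cxcl12 was also called as a fall after quantile normalization (0.00512), centred on the array median (0.0463) and with an intensity trend and robust variances (0.0439).

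Genes of the matrix changed in single members. Of 21 basement membrane genes Lama2 rose and Nid2 and Col4a5 fell (1 and 3 when adjusted over the list alone, and none with unequal variances), with a median of -0.08 that turned to 0.30 when centred on reference genes and 0.20 on fibroblast genes (adjusted p = 0.224, 0.802 with an estimated correlation). Nid2 was 1.64-fold lower and Col4a5 1.45-fold. Col4a1, Lama1 and Fn1, whose proteins the study stained, had log2 fold changes of 0.35 (adjusted p = 0.199), 0.19 (adjusted p = 0.664) and -0.23 (adjusted p = 0.319). Centred on reference genes Col4a1 and Lama1 were called as rises (0.72, adjusted p = 0.00104, and 0.57, 0.00732), as they were on fibroblast genes (0.62, 0.00211, and 0.47, 0.00706). Col4a1 was called too after quantile normalization (0.0126), and Fn1 as a fall centred on the array median (0.0389). Of 20 interstitial matrix genes 4 fell and 2 rose (6 and 2 when adjusted over the list alone, 4 and 0 with unequal variances), with a median of 0.04 (-0.06 centred on the array median, 0.41 on reference genes and 0.32 on fibroblast genes) and a mean of -0.30, its test pointing down (adjusted p = 0.0659, 0.651 with an estimated correlation). Beside Fmod, the elastic fibre gene Fbln5, Ogn and Postn were 2.69-fold, 2.12-fold and 1.93-fold lower, and Col1a1 and Col3a1 rose.

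Of 9 retinoic acid genes 2 rose and 3 fell (the same when adjusted over the list alone, 1 and 1 with unequal variances), with a median of -0.14 (adjusted p = 0.152 with camera, 0.549 with an estimated correlation). Stra6 and Rdh10 were 1.80-fold and 1.53-fold higher and Aldh1a1, Crabp2 and Dhrs3 fell. Of 11 choroid plexus genes 1 rose and 3 fell (the same when adjusted over the list alone, 1 and 1 with unequal variances), with a median of -0.04 (adjusted p = 0.152 with camera, 0.549 with an estimated correlation). Clic6 rose, and Kcnj13, Kl and Calml4 fell. Of 6 dura and skull genes 0 rose and 2 fell (the same when adjusted over the list alone, 0 and 1 with unequal variances), with a median of -0.25 (adjusted p = 0.0408 with camera, 0.373 with an estimated correlation). Dkk2 was 1.97-fold lower and Alpl 1.38-fold. Of 12 hypoxia genes 0 rose and 2 fell (0 and 5 when adjusted over the list alone, 0 and 1 with unequal variances), with a median of -0.26 (adjusted p = 0.0100 with camera, 0.384 with an estimated correlation). Adm was 2.00-fold lower and Ndrg1 1.80-fold. Of 14 cell cycle genes 0 rose and 1 fell (the same when adjusted over the list alone, 0 and 1 with unequal variances), with a median of -0.14 (adjusted p = 0.0890 with camera, 0.659 with an estimated correlation). The gene that fell was Mcm5 (1.44-fold lower). Of 10 interferon and inflammation genes 1 rose and 1 fell (1 and 3 when adjusted over the list alone, 1 and 0 with unequal variances), with a median of -0.36 (adjusted p = 0.0448 with camera, 0.322 with an estimated correlation). Ccl3 rose and Ifit3 was 3.12-fold lower. These 6 medians turned positive when arrays were centred on reference genes (0.24, 0.33, 0.12, 0.12, 0.23 and 0.01), as did all but the last when centred on fibroblast genes. No dura, hypoxia or cell cycle gene of these lists rose with limma, at an unadjusted p under 0.05 or by tests with equal or unequal variances.

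Of 9 reference genes 0 rose and 4 fell (0 and 5 when adjusted over the list alone, 0 and 1 with unequal variances), with a median of -0.43 (adjusted p = 0.00584 with camera, 0.373 with an estimated correlation). Tfrc, B2m, Gusb and Sdha fell and none rose, nor did any at an unadjusted p under 0.05 or by tests with equal or unequal variances, so centring on these genes moves others up. Of 4 sex-linked genes 3 rose and 1 fell (the same when adjusted over the list alone, 0 and 1 with unequal variances), with a median of 2.02 (adjusted p = 0.224 with camera, 0.373 with an estimated correlation). The Y-linked genes rose and Xist fell, which follows the sex of the pups, since all mutants had the pattern of males. Of 7 erythroid genes 0 rose and 0 fell (the same when adjusted over the list alone, 0 and 0 with unequal variances), with a median of -0.06 (adjusted p = 0.635 with camera, 0.839 with an estimated correlation). Of 10 skeletal muscle genes 0 rose and 0 fell (the same when adjusted over the list alone, 0 and 0 with unequal variances), with a median of 0.19 (adjusted p = 0.567 with camera, 0.843 with an estimated correlation). For these last lists, of which the erythroid median turned to 0.31 centred on reference genes and 0.21 on fibroblast genes, limma made 0 calls, as did an unadjusted p under 0.05 and tests with equal or unequal variances.

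Some calls in this part rest on single mice. Calls were lost for Lama2 without mutant 2 or 4 or control 1 or 7 (adjusted p = 0.0501 to 0.153), Col4a5 without mutant 1, 2 or 3 (adjusted p = 0.0683 to 0.0882) and Rdh10 without mutant 2 or 4 (adjusted p = 0.0894 to 0.115). The same holds for Alpl without mutant 1, 2 or 3 (adjusted p = 0.0523 to 0.0847), Mcm5 without mutant 2, 3 or 4 (adjusted p = 0.0535 to 0.0905) and Sdha without mutant 1 or 3 or control 2, 5, 8 or 9 (adjusted p = 0.0501 to 0.140). They were lost too for Calml4 without mutant 1, 3 or 4 or control 1, 5 or 9 (adjusted p = 0.0556 to 0.115) and Dhrs3 without mutant 1, 2 or 3 or control 1, 2, 5 or 9 (adjusted p = 0.0508 to 0.183). Among the Y-linked genes they were lost for Eif2s3y without mutant 1, 2, 3 or 4 or control 2 or 7 (adjusted p = 0.0518 to 0.0792), Kdm5d without mutant 1, 2, 3 or 4 or control 2 or 7 (adjusted p = 0.0574 to 0.102) and Uty without mutant 1, 2, 3 or 4 or control 2, 3, 4, 7 or 9 (adjusted p = 0.0531 to 0.121). Centred on reference genes, calls were also lost for Col4a5, Dhrs3, Calml4, Alpl, Mcm5, Gusb and Sdha (adjusted p = 0.301, 0.638, 0.701, 0.602, 0.393, 0.246 and 0.591), and on fibroblast genes for Col4a5, Dhrs3, Calml4, Alpl, Mcm5 and Sdha (adjusted p = 0.0669, 0.213, 0.356, 0.236, 0.233 and 0.106). Alpl was then at -0.09 and -0.19. With the Xist level as a covariate they were lost for Col4a5, Lama2, Rdh10, Dhrs3, Mcm5, B2m and Sdha (adjusted p = 0.0795 to 0.180), with the replicate number as a block for Col4a5, Lama2, Rdh10, Dhrs3, Calml4, Alpl, Mcm5, Gusb and Sdha (adjusted p = 0.0524 to 0.230), and with unequal variances for Nid2, Col4a5, Lama2, Rdh10, Aldh1a1, Dhrs3, Kcnj13, Calml4, Alpl, Ndrg1, Ifit3, B2m, Gusb and Sdha (adjusted p = 0.0562 to 0.272). Of the lists, those of meningeal fibroblast, hypoxia, interferon and reference genes lost their calls without mutant 1 (adjusted p = 0.0744, 0.0562, 0.0744 and 0.0504). The interferon list also lost its call without mutant 4 or control 3 or 7 (0.0576 to 0.196), and the dura and skull list without mutant 4 or control 1 or 7 (0.0540 to 0.0665). Over all alternatives the interferon list kept its call in 20 of 35 (adjusted p = 0.00253 to 0.322) and the dura and skull list in 25 of 35 (0.00583 to 0.373). As falls, the interstitial matrix list passed without mutant 2, 3 or 4 or control 4 or 9 (0.0241 to 0.0449), the choroid plexus list without mutant 1 (0.0331) and the cell cycle list without mutant 2 (0.0467).

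In 100 splits of the 13 mice into 4 and 9, the real 1 included, chance can be excluded for the 654 higher genes (1 split as large, the highest other 36), the 158 lower genes (1 split, the highest other 136) and the 812 called genes (1 split, the highest other 137). For the 2969 genes past the adjusted p alone chance is excluded less firmly, since 3 splits, the real 1 included, were as large. The highest other split, with 8567, sets the 4 arrays of lowest median intensity against the rest. The arrays thus carry a structure of brightness beside the groups. The remaining split, with 5182, had 0 of those arrays in its group of 4, and its cause was not tested. For the 24 lists past the adjusted p chance cannot be excluded (13 splits as large, the highest other 28).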
